# Peripheral self-reactivity regulates antigen-specific CD8 T-cell responses and cell division under physiological conditions

**DOI:** 10.1098/rsob.160293

**Published:** 2016-11-23

**Authors:** Lee Kim Swee, Zhen Wei Tan, Anna Sanecka, Nagisa Yoshida, Harshil Patel, Gijsbert Grotenbreg, Eva-Maria Frickel, Hidde L. Ploegh

**Keywords:** CD8 T cells, self-affinity, cell cycle

## Abstract

T-cell identity is established by the expression of a clonotypic T-cell receptor (TCR), generated by somatic rearrangement of TCRα and β genes. The properties of the TCR determine both the degree of self-reactivity and the repertoire of antigens that can be recognized. For CD8 T cells, the relationship between TCR identity—hence reactivity to self—and effector function(s) remains to be fully understood and has rarely been explored outside of the H-2^b^ haplotype. We measured the affinity of three structurally distinct CD8 T-cell-derived TCRs that recognize the identical H-2 L^d^-restricted epitope, derived from the Rop7 protein of *Toxoplasma gondii*. We used CD8 T cells obtained from mice generated by somatic cell nuclear transfer as the closest approximation of primary T cells with physiological TCR rearrangements and TCR expression levels. First, we demonstrate the common occurrence of secondary rearrangements in endogenously rearranged loci. Furthermore, we characterized and compared the response of Rop7-specific CD8 T-cell clones upon *Toxoplasma gondii* infection as well as effector function and TCR signalling upon antigenic stimulation *in vitro*. Antigen-independent TCR cross-linking *in vitro* uncovered profound intrinsic differences in the effector functions between T-cell clones. Finally, by assessing the degree of self-reactivity and comparing the transcriptomes of naive Rop7 CD8 T cells, we show that lower self-reactivity correlates with lower effector capacity, whereas higher self-reactivity is associated with enhanced effector function as well as cell cycle entry under physiological conditions. Altogether, our data show that potential effector functions and basal proliferation of CD8 T cells are set by self-reactivity thresholds.

## 1. Introduction

T cells play a key role in the immune response by assisting B cells in antibody production, activation of phagocytic cells or killing of infected cells. The stochastic assembly of an MHC-restricted αβ T-cell receptor (TCR) during thymic development [1] requires positive and negative selection steps that ensure minimal affinity for the complex of self-peptide and MHC molecules, without causing overt and deleterious response against self [2–5]. Survival of mature naive T cells in the periphery likewise relies on constant tonic signalling through the TCR, which of necessity involves self-MHC–peptide combinations [6].

Activation of antigen-specific T cells leads to clonal expansion and—in the case of CD4 T cells—functional polarization [7]. The characterization of Th1 and Th2 CD4 cells has been expanded upon by the description of additional CD4 T-cell subsets [8–11]. Each of these subsets occupies a functional niche during the immune response, allowing countermeasures tailored to a variety of pathogens. Furthermore, investigation of the variegated expression of nine different phenotypic markers, cytokines and cytotoxic proteins, has suggested considerable functional diversity in CD8 T-cell response [12]. Unlike CD4 T cells, this diversity might represent a continuum of distributed properties, rather than truly discrete CD8 T-cell subsets. The full extent of heterogeneity of effector CD8 T cells and the functional mechanism(s) that underlie it remain to be uncovered.

For CD8 T cells, the affinity of the TCR for the antigen–MHC complex dictates the extent of the primary and memory immune response [13]. CD8 T cells can execute their effector functions even upon *in vivo* stimulation with ligands that are relatively poor agonists [13]. For a given CD8 T-cell clone, the strength of TCR ligation positively correlates with IFNγ production, proliferation and memory formation [13]. Whether differences in TCR affinity for antigen between CD8 T-cell clones of identical specificity necessarily correlate with their respective effector functions remains to be investigated.

All αβ T cells require continuous interactions of the TCR with a complex set of self-peptide–MHC complexes not only in the course of development, but also in the periphery to ensure their survival. Affinity for self-peptide–MHC is intrinsic to each T-cell clone. Consequently, the intensity of such tonic signalling will presumably leave an imprint that may influence T-cell function upon TCR ligation with a foreign peptide–MHC complex. Levels of CD5 expression correlate with TCR self-reactivity for self-peptide MHC [14–16]. Recent studies have established a correlation between self-reactivity and T-cell effector functions, although with some contradictory findings [15–18]. Possible mechanisms underlying functional differences between CD5^low^ and CD5^high^ T cells include enhanced basal TCR signalling, as inferred from increased CD3ζ phosphorylation at rest [15,17], or greater sensitivity to inflammatory signals [16].

There are no comparisons for CD8 T-cell clones that share the same TCR specificity to explore whether the affinity of the TCR for antigen–MHC and/or affinity for self correlates with effector functions. It also remains to be determined whether there are functional differences between CD8 T-cell clones equipped with TCRs of similar specificity and, if so, what factors shape such differences. Here, we measured the affinity of the TCR for antigen–MHC for CD8 T cells from three different lines of transnuclear (TN) mice, all of which recognize the identical epitope, derived from the Rop7 protein of *Toxoplasma gondii* in complex with H-2 L^d^ [19]. We characterized Rop7 CD8 T-cell activation *in vivo* upon *Toxoplasma gondii* infection as well as antigen-dependent and -independent stimulation *in vitro*. Our data highlight major intrinsic differences in effector capacity between Rop7 clones regardless of the stimulation. We also demonstrate that self-reactivity thresholds determine effector functions: lower self-reactivity correlated with decreased functionality, whereas increased self-reactivity was associated with enhanced effector functions. Transcriptome-wide analysis of Rop7 CD8 T-cell clones showed major differences in expression of cell cycle-associated genes. In this manner, the identity of the clonotypic TCR contributes to the function of T cells beyond antigen recognition, by setting the degree of self-reactivity through basal TCR signalling as well as through mitotic status at rest and prior to activation.

## 2. Results

### 2.1. T-cell development and endogenous T-cell receptor rearrangements in Rop7-I, -II and -III transnuclear mice

We reported the generation, using somatic cell nuclear transfer (SCNT) [20–22], of three lines of CD8 T-cell TN mice, all of which bear an αβ TCR specific for the peptide IPAAAGRFF derived from the Rop7 protein of *Toxoplasma gondii* [19]. The CD8 T cells that served as SCNT donors were obtained by cell sorting, using H-2 L^d^ tetramers loaded with the Rop7 epitope. We refer to these lines of mice as Rop7-I, -II and -III (R7-I, -II and -III in figures). Thymocyte development in Rop7-I, -II and -III mice heterozygous for the TN TCRα and β chain progressed normally, with a slight increase in CD8 single-positive cells (CD8^SP^) due to the expression of the class I MHC-restricted TCR (figure 1*a*(i)). The majority but not all CD8^SP^ cells expressed a Rop7-specific TCR (figure 1*a*(ii)). We observed a skewed ratio of mature CD8 T cells in the spleen of all Rop7 mice compared to WT mice and significant differences in the percentage of CD8 T cells between Rop7-I versus Rop7-II and -III (figure 1*b*). The percentage of CD8 T cells that expressed a Rop7-specific TCR was different for Rop7-II versus Rop7-I and -III CD8 cells. Indeed, whereas the fraction of tetramer-negative cells was moderate in Rop7-I and -III mice, up to 30% of CD8 T cells did not stain for H2-L^d^ Rop7 in Rop7-II mice (figure 1*b*). This could be due to rearrangements of a TCRα V-J combination on the endogenous germline allele or to secondary rearrangements at the original TN TCRα locus. To distinguish between both possibilities, we bred Rop7 mice to homozygosity for the TN TCRα and β chain. Thymocyte development from double-negative to single-positive cells in TCRα and β homozygous mice occurred was comparable to T-cell development observed in the respective heterozygous mice (figure 1*c*). Most importantly, we observed not only the presence of CD8^+^ tetramer-negative cells in all Rop7 mice, although at different percentages, but also CD4 T cells in readily detectable numbers (figure 1*c,d*), all of which were tetramer-negative (electronic supplementary material, figure S1). Both findings demonstrate the occurrence of secondary rearrangements at the TCRα, possibly TCRβ locus. The percentages of mature H2-L^d^ Rop7^+^ CD8 T cells were different for the different Rop7 mice but altogether similar to percentages in the heterozygotes (figure 1*d*). Altogether, T-cell development occurred normally in Rop7 mice. Furthermore, our data show that secondary TCR rearrangements are common for the TN rearranged loci.

**Figure 1.**
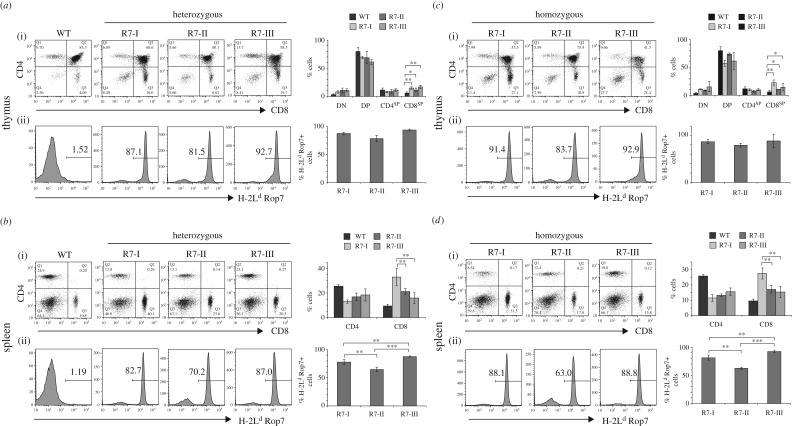
T-cell development in Rop7-I, -II and -III homozygous or heterozygous for TCRα and β. (*a*) (i) Dot plots show CD4 versus CD8 staining on thymocytes from WT, Rop7-I, -II or -III mice heterozygous for a Rop7-specific TCRα and β chain. (ii) Histograms show H-2 L^d^-Rop7 staining gated on CD8 single-positive (CD8^SP^) thymocytes. Upper bar histograms show mean percentage of thymocyte subsets. Error bars: standard deviation (*n* = 3–5). Lower histograms show mean percentage of H-2 L^d^-Rop7 cells within CD8^SP^ cells. Error bars: standard deviation (*n* = 3–5). (*b*) (i) Dot plots show CD4 versus CD8 staining on splenocytes from WT, Rop7-I, -II or -III mice heterozygous for an H-2 L^d^-Rop7-specific TCRα and β chain. (ii) Histograms show H-2 L^d^-Rop7 staining gated on CD8^+^ splenocytes. Upper bar histograms show mean percentage of CD4 and CD8 subsets. Error bars: standard deviation (*n* = 3–5). Lower histograms show mean percentage of H-2 L^d^-Rop7 cells within CD8 cells. Error bars: standard deviation (*n* = 3–5). (*c*) (i) Dot plots show CD4 versus CD8 staining on thymocytes from Rop7-I, -II or -III mice homozygous for a Rop7-specific TCRα and β chain. (ii) Histograms show H-2 L^d^-Rop7 staining gated on CD8 single positive (CD8^SP^) thymocytes. Upper bar histograms show mean percentage of thymocytes subsets. Error bars: standard deviation (*n* = 3–4). Lower histograms show mean percentage of H-2 L^d^-Rop7 cells within CD8^SP^ cells. Error bars: standard deviation (*n* = 3–4). (*d*) (i) Dot plots show CD4 versus CD8 staining on splenocytes from Rop7-I, -II or -III mice homozygous for a Rop7-specific TCRα and β chain. (ii) Histograms show H-2 L^d^-Rop7 staining gated on CD8^+^ splenocytes. Upper bar histograms show mean percentage of CD4 and CD8 subsets. Error bars: standard deviation (*n* = 3–4). Lower histograms show mean percentage of H-2 L^d^-Rop7 cells within CD8 cells. Error bars: standard deviation (*n* = 3 to 4). *p < 0.05, **p < 0.01, ***p < 0.001 (Student's *t*-test).

### 2.2. Rop7-I, -II and -III T-cell receptor recognize Rop7 cognate antigen in a quantitatively and qualitatively different manner

The TCRs of the three Rop7 lines comprise distinct V, (D) and J elements for their rearranged TCR α and β genes, resulting in CDR3 regions unrelated in sequence, suggesting differences in the details of recognition of the Rop7-H-2 L^d^ complex [19]. We already noted subtle differences in dissociation rates of their TCRs from Rop7-H-2 L^d^ tetramers [19]. To determine whether the TCRs used by CD8 T cells from Rop7-I, -II and -III mice recognize the Rop7 epitope in a qualitatively different manner, we designed a set of altered peptide ligands and monitored the ability of CD8 T cells to recognize such ligands in the context of H-2 L^d^, using the caged tetramer approach [23–25]. Indeed, single amino acid substitutions differentially affected tetramer binding to CD8 T cells from Rop7-I, -II and -III (figure 2*a*). CD8 T cells from all three lines of Rop7 mice bound tetramers loaded with the nominal antigen (IPAAAGRFF), with little quantitative variation. Binding of H-2 L^d^-IPAAAGRFF to Rop7-II T cells was slightly less avid than binding to Rop7-I or -III, suggesting a lower affinity. Rop7-I and -II, but not Rop7-III T cells bound IPA**N**AGRFF-loaded tetramers, whereas only Rop7-II T cells bound IPA**F**AGRFF-loaded tetramers. We expressed recombinant Rop7-I, -II and -III TCRs to measure their affinity for epitope-loaded H-2 L^d^ molecules by surface plasmon resonance (figure 2*b*). The calculated dissociation constants of Rop7-I, -II and -III TCRs for H-2 L^d^-IPAAAGRFF were 4 µM, 105 µM and 30 µM, respectively (figure 2*b*). Rop7-I TCR had greater affinity for H-2 L^d^-IPA**N**AGRFF compared with the Rop7-II TCR (figure 2*b*, Rop7-I: 24 µM versus Rop7-II: 46 µM), whereas Rop7-II TCR had greater affinity for H-2 L^d^-IPA**F**AGRFF (figure 2*b*, Rop7-I: 230 µM versus Rop7-II: 94 µM). We conclude that each of the Rop7-specific CD8 T cells recognizes the epitope-H-2 L^d^ complex differently, as established by this substitution analysis.

**Figure 2.**
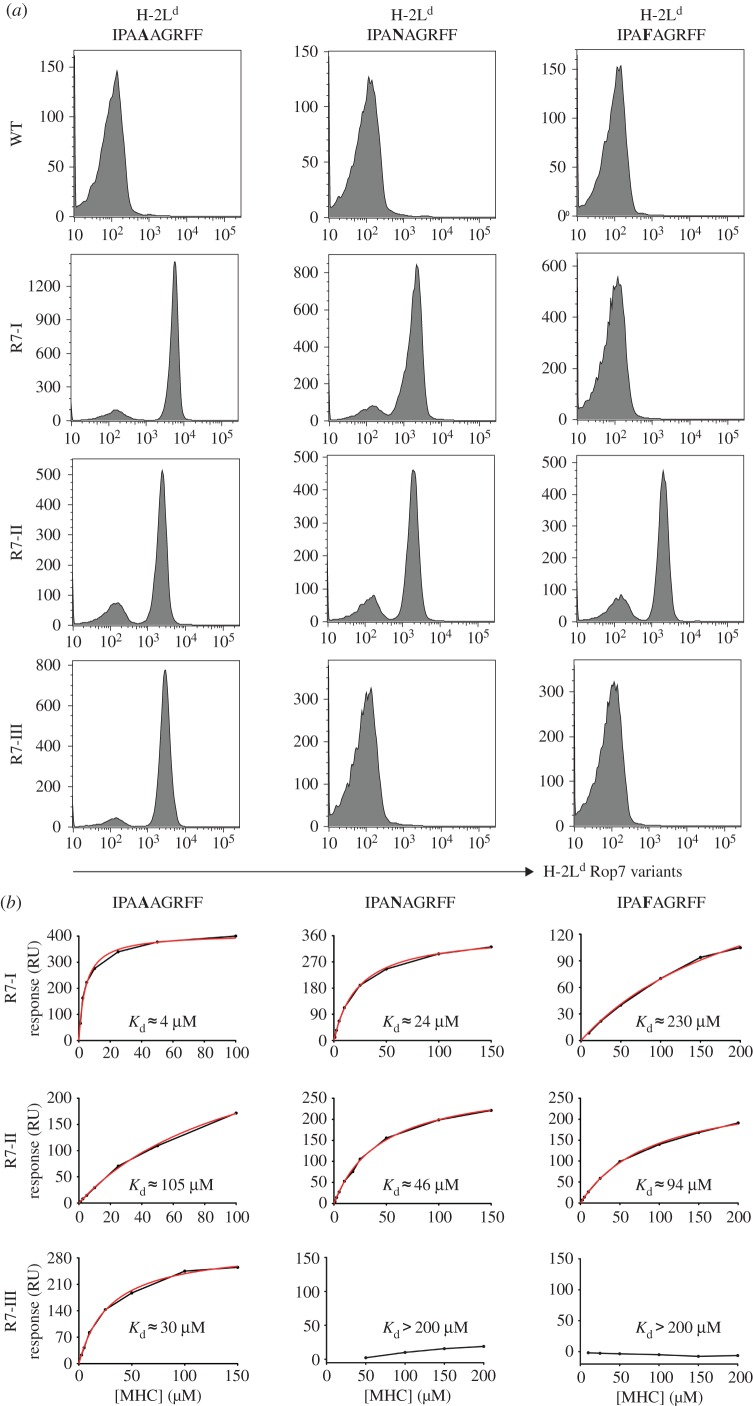
Binding of Rop7-I, -II and -III to Rop7 peptide variants. (*a*) Splenocytes from WT or Rop7-I, -II and -III heterozygous mice were stained for CD8 and with H-2 L^d^ tetramers loaded with the indicated peptides. Histograms show H-2 L^d^-Rop7 variants staining on CD8 T cells from WT or Rop7 mice. (*b*) TCRs from Rop7-I, -II and -III T cells were recombinantly expressed and refolded. Binding affinities for IPAAAGRFF-, IPAFAGRFF- and IPANAGRFF-loaded H-2 L^d^ were measured with a BIAcore 3000 and analysed using an equilibrium model. The raw data (black lines), fits (red lines) and calculated dissociation constant are shown in each panel.

### 2.3. Proliferation and activation of Rop7-I, -II and -III T cells upon infection with *Toxoplasma gondii*

To explore whether Rop7 CD8 T cells were equally capable of participating in an immune response, we transferred 1 × 10^5^ sorted CD8^+^ tetramer^+^ T cells from Rop7-I, -II or -III mice into congenic BALB/c CD45.1 mice and monitored their expansion upon infection with *Toxoplasma gondii*. Cells from Rop7-I and -III mice had proliferated at day 9 after infection (figure 3*a,b*). By contrast, Rop7-II CD8 T cells expanded less in response to *Toxoplasma* (figure 3*a,b*). Nevertheless, Rop7-II T cells expressed similar proportions of CD25, CD44 and CD62 L compared to Rop7-I and -III T cells, suggesting that all T cells were antigen-experienced and activated (figure 3*c–e*). Rop7-II T cells produced similar amounts of IFNγ compared to Rop7-I and -III T cells upon *in vitro* re-stimulation (figure 3*f*). Unlike our experience with T57-specific CD8 T cells [19], the transfer of Rop7 T cells specific for the *Toxoplasma* late antigen Rop7 [23] had no appreciable impact on pathogen load at day 9 after infection (electronic supplementary material, figure S2).

**Figure 3.**
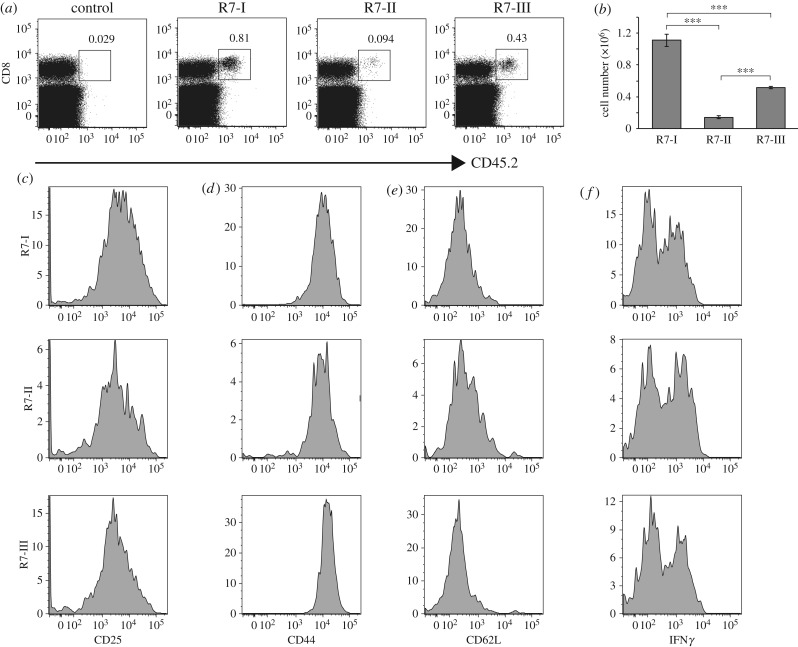
Rop7-I, -II and -III CD8 T cell expansion and phenotype after *Toxoplasma gondii* infection. A measure of 1 × 10^5^ CD8^+^ tetramer^+^ sorted T cells from Rop7 -I, -II or -III heterozygous mice were transferred intravenously into CD45.1 congenic BALB/c mice. Twenty-four hours after T-cell transfer, mice were infected with 2 × 10^4^ *Toxoplasma gondii* tachyzoites. (*a*) Dot plots show the percentage of CD8^+^ CD45.2^+^ donor cells in the spleen at day 9 after infection. (*b*) Histograms show the total cell number of transferred Rop7 T cells in the spleen of recipient mice at day 9 after infection. Error bars: standard deviation (*n* = 3). (*c–e*) Histograms show CD25, CD44 and CD62 L expression on transferred Rop7 T cells in the spleen at day 9 after infection respectively. (*f*) Histograms show IFNγ expression by transferred Rop7 T cells from the spleen of recipient mice at day 9 after infection stimulated *in vitro* with Rop7 peptide. ***p < 0.001 (Student's *t*-test).

### 2.4. Rop7-I, -II and -III CD8 T-cell activation upon antigenic stimulation *in vitro*

The decreased ability of Rop7-II cells to robustly proliferate upon *Toxoplasma* infection might be due to several cell-intrinsic or cell-extrinsic factors that are challenging to investigate in the context of an infection. To compare the function of Rop7 CD8 T cell upon antigenic stimulation under defined conditions, we incubated sorted CD8^+^ H-2 L^d^-Rop7^+^ cells with bone marrow-derived dendritic cells (BMDC) loaded with different amounts of IPAAAGRFF peptide. Rop7-I, -II and -III T cells were able to proliferate upon antigenic stimulation in a dose-dependent manner (figure 4*a*). We observed sizable differences in the production of cytokines upon stimulation. Rop7-II CD8 T cells produced overall less IL-2, TNFα and IFNγ, whereas Rop7-III CD8 T cells secreted increased amounts of IL-2 and IFNγ but not TNFα when compared with Rop7-I (figure 4*b*). By contrast, all Rop7 CD8 T cells were cytotoxic, albeit with subtle but notable differences (electronic supplementary material, figure S3). Differences in *in vivo* expansion upon infection (figure 3*a,b*) might be due to T-cell apoptosis caused by insufficient or too much stimulation. To investigate how antigen affinity and therefore signal strength might influence T-cell survival following activation, we monitored cell viability following stimulation. Rop7-II T cells showed a significantly increased tendency to cell death at a lower degree of stimulation (figure 4*c*). The decreased ability to secrete cytokines and worse survival of Rop7-II cells might be a cell-intrinsic feature or due to a lower affinity for IPAAAGRFF peptide. As TCR of Rop7-I and -II CD8 T cells has comparable affinity for IPA**N**AGRFF peptide (figure 2), we stimulated Rop7-I and -II CD8 T cells with BMDC loaded with different doses of IPA**N**AGRFF peptide. Both Rop7-I and -II CD8 T cells were able to proliferate upon stimulation (figure 4*d*). Nevertheless, Rop7-II T cells produced significantly fewer cytokines (figure 4*e*) and were more prone to cell death at both peptide concentrations further suggesting this is an intrinsic trait (figure 4*f*). Our data show that upon antigenic stimulation, Rop7-III CD8 T cells secreted more IL-2 and IFNγ but not TNFα than Rop7-I, whereas Rop7-II produced fewer cytokines and were more prone to dying, regardless of the peptide used for stimulation.

**Figure 4.**
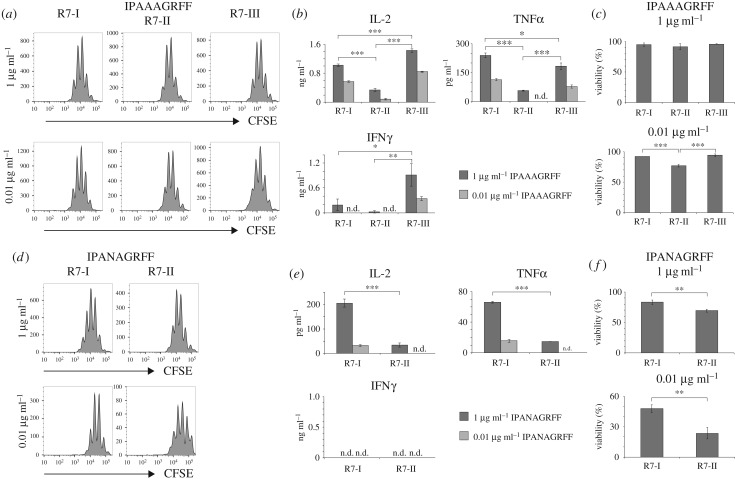
Rop7 CD8 T cells proliferation and cytokine secretion upon Rop7 peptide variant stimulation. Sorted CD8^+^ tetramer^+^ T cells from pooled lymph nodes and spleen of Rop7-I, -II or -III heterozygous mice were labelled with CFSE and stimulated with BMDC loaded with Rop7 peptide variants at indicated concentrations. (*a*) Histograms show CFSE dilution on sorted CD8 T cells from Rop7-I, -II or -III mice stimulated with IPAAAGRFF peptide-loaded BMDC after 3 days of stimulation. (*b*) IL-2, TNFα and IFNγ concentration measured in culture supernatant after 3 days of stimulation. Mean of three technical replicates (T-cell stimulation). Error bars: standard deviation (*n* = 3). Representative of three independent experiments. (*c*) Bar histograms show the percentage of living cells (Zombie Aqua negative) after 3 days of stimulation with IPAAAGRFF-loaded BMDC. Mean of three technical replicates (T-cell stimulation). Error bars: standard deviation (*n* = 3). Representative of three independent experiments. (*d*) Histograms show CFSE dilution on sorted CD8 T cells from Rop7-I or -II heterozygous mice stimulated with IPANAGRFF peptide-loaded BMDC after 3 days of stimulation. (*e*) IL-2, TNFα and IFNγ concentration measured in culture supernatant after 3 days of stimulation. Mean of three technical replicates (T-cell stimulation). Error bars: standard deviation (*n* = 3). Representative of three independent experiments. (*f*) Bar histograms show the percentage of living cells (Zombie Aqua negative) after 3 days of stimulation with IPANAGRFF-loaded BMDC. *p < 0.05, **p < 0.01, ***p < 0.001 (Student's *t*-test).

### 2.5. Differences in T-cell receptor signalling in CD8 T cells from Rop7 mice

The antigenic stimulation of Rop7 CD8 T cells *in vitro* highlighted major differences in the outcome of activation (cytokine secretion and cell survival). To investigate whether observed differences are due to changes in TCR signalling upon antigen recognition for each Rop7 T-cell lines, we stimulated equal numbers of tetramer^+^ cells with H-2 L^d^-Rop7 for 2 or 20 min and followed protein phosphorylation by immunoblotting. We observed marked qualitative differences in the kinetics of tyrosine phosphorylation including differential phosphorylation of a 37 kDa protein, possibly LAT (figure 5*a,b*, arrow). Monitoring of the phosphorylation of both ERK (figure 5*c,d*) and S6 (figure 5*e,f*) revealed further decreased level of phosphorylation at 20 min in Rop7-II CD8 T cells compared with Rop7-I and -III T cells. In brief, these data demonstrate that TCR signalling occurs in a unique and distinct manner in all three Rop7 CD8 T cells.

**Figure 5.**
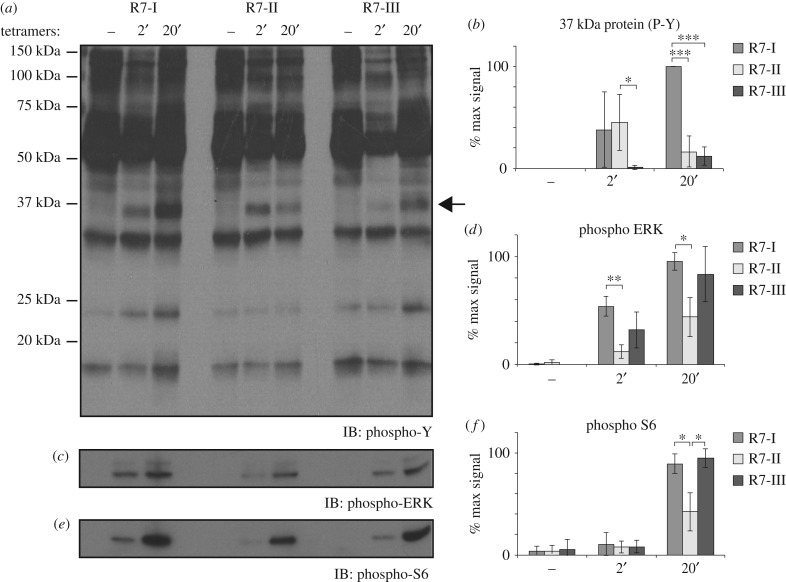
TCR signalling in CD8 T cells from Rop7-I, -II and -III mice. Untouched MACS-purified CD8 T cells from pooled spleen and lymph nodes of Rop7-I, -II and -III homozygous mice were stimulated with H-2 L^d^-Rop7 tetramers for 2 or 20 min. (*a*) Tyrosine residues, (*b*) ERK and (*c*) S6 phosphorylation was analysed in total lysates by SDS-PAGE and immunoblotting. (*d–e*) Quantification of band intensity for 37 kDa-size protein (arrow), phospho-ERK and phospho-S6. Average of three biological replicates. Error bars: standard deviation (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001 (Student's *t*-test).

### 2.6. Antigen-independent stimulation reveals differences in Rop7 CD8 T-cell-intrinsic properties

*In vivo* and *in vitro* antigenic stimulation demonstrate underlying differences between Rop7-I and -III CD8 T cells, and overall decreased effector functions for Rop7-II CD8 T cells. To distinguish between the effect of antigen affinity and cell-intrinsic properties, we stimulated Rop7 CD8 T cells with plate-bound anti-CD3 and anti-CD28. Upon activation, Rop7-III CD8 T cells proliferated strongly. By contrast, Rop7-I CD8 T cells proliferated moderately, whereas Rop7-II T cells barely proliferated at all (figure 6*a*). Rop7-III CD8 T cells secreted IL-2, TNFα and IFNγ, whereas Rop7-I and -II T cells produced an only just detectable amount of IL-2 (figure 6*b*). Moreover, we observed drastic differences in survival of stimulated T cells that correlated with proliferation (figure 6*c*). There were no differences in the levels of expression of TCRβ, CD3ε, CD8α and CD28 among the different naive Rop7 CD8 T cells (figure 6*d*). Thus, observed differences cannot be due to changes in TCR complex expression. In order to exclude non-specific defects in lymphocyte biology of Rop7 mice, we measured proliferation of sorted CD4 T cells, as well as IgM (T-independent) and IgG (T-dependent) titres in Rop7 mice. There were no differences in the ability of CD4 cells to proliferate upon anti-CD3/anti-CD28 stimulation (figure 6*e*). Likewise, IgM and IgG titers were similar for the various Rop7 and WT mice. Altogether, our results show intrinsic differences in effector function of Rop7 CD8 T cells upon antigen-independent CD3/CD28 stimulation in the following hierarchy in terms of strength of response: Rop7-III > Rop7-I > Rop7-II. Importantly, those differences were specific to CD8 T cells as CD4 T-cell proliferation and antibody secretion was indistinguishable for the different Rop7 mice.

**Figure 6.**
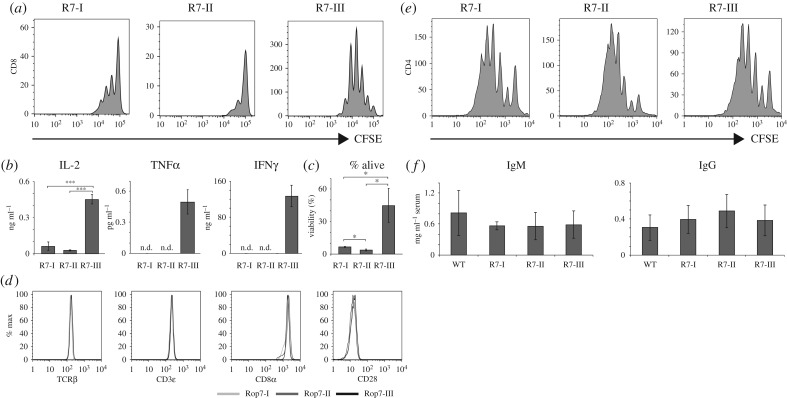
Non-specific stimulation of CD8 T cells from Rop7-I, -II and -III mice. (*a,b*) Sorted CD8^+^ H-2 L^d^-Rop7^+^ T cells from pooled lymph nodes and spleen of Rop7-I, -II or -III heterozygous mice were labelled with CFSE and stimulated with plate-bound anti-CD3 and anti-CD28. (*a*) Histograms show CSFE dilution after 3 days of stimulation. (*b*) IL-2, TNFα and IFNγ concentration measured in culture supernatant after 3 days of stimulation. Mean of three technical replicates (T-cell stimulation). Error bars: standard deviation (*n* = 3). Representative of three independent experiments. (*c*) Bar histograms show the percentage of living cells (Zombie Aqua negative) after 3 days of stimulation with anti-CD3 and anti-CD28. Mean of three technical replicates. Error bars: standard deviation (*n* = 3). Representative of three independent experiments. (*d*) Histograms show the expression of TCRβ, CD3ɛ, CD8α and CD28 on CD8^+^ H-2 L^d^-Rop7^+^ T cells from the spleen of Rop7-I, -II or -III mice. (*e*) CD4^+^ cells from pooled lymph nodes and spleens of Rop7-I, -II or -III heterozygote mice were labelled with CFSE and stimulated with plate-bound anti-CD3 and anti-CD28. Histograms show T-cell proliferation as measured by CFSE dilution after 5 days of stimulation. Representative of two independent experiments. (*f*) IgM and IgG antibody titres in the serum of WT, Rop7-I, -II or -III mice. Error bars: standard deviation (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001 (Student's *t*-test).

### 2.7. The response of Rop7-II T cells correlates with decreased affinity for self-antigen(s)

The integration of signals received during thymic selection and through tonic engagement of the TCR in the periphery may set the responsiveness of mature CD8 T cells [15,17]. For example, T cells that barely pass the criteria for positive selection in the thymus may put in place qualitatively different signalling machinery to ensure peripheral survival, in a manner distinct from T cells that are close to the threshold for thymic deletion. The latter type of T cell presumably experiences signals of a different quality in the periphery as well, with possible consequences for the specification of function.

To investigate whether the phenotype of Rop7-II T cells correlates with differences in tonic signalling (affinity for self-peptide–MHC complexes), we crossed Rop7 TN mice with Nur77-GFP BAC transgenic mice [26]. In these mice, the level of GFP expression correlates with the strength of TCR signalling, which, in the absence of the nominal peptide antigen, depends on endogenous peptide–MHC complexes, and is therefore a proxy for self-reactivity, together with the expression level of CD5 [14]. Thymic CD8^SP^ cells from both Rop7-I and -II mice expressed lower levels of Nur77-GFP and CD5 compared with CD8^SP^ cells from WT or Rop7-III mice (figure 7*a*). Mature Rop7-II T cells expressed less Nur77-GFP than polyclonal CD8 T cells and than Rop7-I and -III T cells (figure 7*b*). Moreover, Rop7-II expressed less CD5 compared with polyclonal CD8 T cells (figure 7*b*). Rop7-III T cells had increased levels of Nur77-GFP when compared with Rop7-I, as well as increased CD5 levels (figure 7*b*). Altogether, reduced cytokine production and proliferation of Rop7-II T cells correlate with altered distal signalling and decreased self-reactivity.

**Figure 7.**
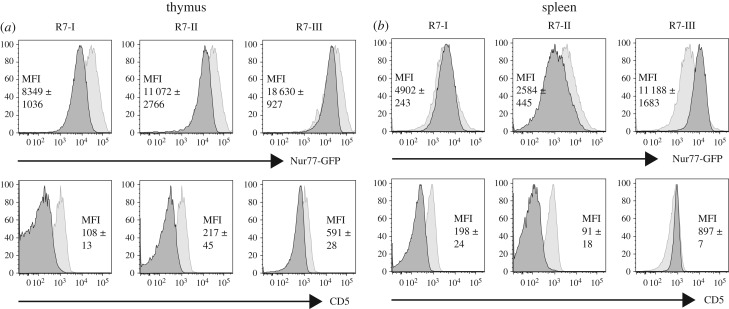
Relative self-reactivity of Rop7-I, -II and -III CD8 T cells. Rop7-I, -II and -III mice were crossed to Nur77-GFP transgenic mice. (*a*) Histograms show (i) GFP or (ii) CD5 levels on CD8^SP^ H-2 L^d^-Rop7^+^ T cells (dark grey histograms) from mice heterozygote for TCRα and β compared to CD8^SP^ cells from a control Nur77-GFP transgenic mouse (light grey histograms). MFI +/− standard deviation of two independent values. Representative of at least five mice per genotype. (*b*) Histograms show (i) GFP or (ii) CD5 level on CD8^+^ tetramer^+^ Rop7 T cells (dark grey histograms) compared to CD8^+^ cells from a control Nur77-GFP transgenic mouse (light grey histograms).

### 2.8. Increased self-affinity is associated with cell proliferation under physiological conditions

In order to investigate mechanisms that may account for differences in effector functions of Rop7 CD8 T cells at steady state, we performed a transcriptome-wide analysis of unstimulated Rop7 CD8 T cells. 

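Splenocytes from Rop7-I, Rop7-II and Rop7-III mice were kept overnight in medium with IL-2 at 10 ng per ml, without antigen, and CD8 T cells that bound the H-2Ld-Rop7 tetramer were then sorted to a purity that the paper gives as 90 to 95%. Each clone was sampled in 3 biological replicates, 9 samples in all, and polyadenylated RNA was sequenced from 200 ng of RNA per sample. Reads were single-end and 100 bp long, and the depth that the paper gives for each sample is not kept in the deposited values. The authors aligned the reads to the RefSeq genes of the mouse mm10 build with RSEM and deposited values in TPM for 24060 genes, with 2 decimals. TPM divides the reads of each gene by its length and scales each sample to a common total, which was between 1000000 and 1000001 in these samples. A TPM value therefore gives a gene's share of the transcripts and not the number of reads behind it, and no interval for counting error can be given. Between 11056 and 11494 genes had a TPM over 1 in a sample, and the 10 most abundant genes held between 6.15% and 6.56% of the total. The table lists 0 genes under the name of a T-cell receptor gene segment, so that the receptor transcripts of the clones are not among the values.

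The authors removed genes with a maximum TPM of 1 across the samples, and the same filter left 12115 genes here. The authors then compared the clones with DESeq2, a method for counts. As the deposited values are TPM, log2(TPM + 1) was compared here with limma, in which each gene has 1 spread for all 9 samples and the spread follows a trend with mean expression. A gene was called when its Benjamini-Hochberg adjusted p was under 0.01 and the clones differed at least 2-fold, which are the limits that the paper used. Adding 1 TPM draws the fold change of weakly expressed genes towards 0, so that fold changes on this scale understate those genes. The labels and the paper's text name no sequencing batch. In Rop7-II replicate 1, 14 of 14 marker genes of B cells were higher than in each of the other 8 samples.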

As Rop7-III T cells had the highest affinity for self-antigen and Rop7-II the lowest (figure 7*b*), the transcriptional profile of Rop7-III was compared with that of Rop7-II. 

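Between Rop7-III and Rop7-II T cells, 206 of the tested genes were called, 117 of them higher and 89 lower in Rop7-III T cells. In each of these 206 genes, every replicate of one clone lay above every replicate of the other, which 40.7% of all tested genes showed and chance gives to 10%. Without the 2-fold minimum, the setting that moved the count most, 1488 genes passed, 774 higher and 714 lower. With both limits kept, the count lay between 138, when a TPM of at least 1 was required in every sample, and 265, when 0.1 TPM was added in place of 1. Table S1 could be read for 114 of the paper's 115 genes. Of these, 113 were tested, all 113 changed in the direction that the table gives, and 108 were called.

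With 1 TPM added, the largest rise was in Scg5 (secretogranin V), on chromosome 2 of GRCm38 from 113776313 to 113829091. It stood at 97.3 ± 3.64 TPM (SD, n = 3) in Rop7-III and 3.11 ± 0.591 TPM (SD, n = 3) in Rop7-II T cells. Its log2 fold change was 4.59 (standard error 0.09, adjusted p = 9.09e-09). The next largest log2 fold changes were 3.48 in Msgn1, 3.06 in Dapl1, 3.00 in Ccl27a and 2.88 in Cpne4, with adjusted p between 7.18e-06 and 2.63e-04. Col6a4 rose by 2.10 (adjusted p = 1.37e-05) from 0.0133 ± 0.0115 TPM (SD, n = 3) in Rop7-II T cells, close to the smallest listed value, so that its fold depends on the TPM added. The same holds for Cpne4, at 0.0167 ± 0.0289 TPM (SD, n = 3) in Rop7-II T cells. Its log2 fold change reached 5.84 under another setting, while that of Scg5 reached at most 4.94. The ranking of Scg5 above Cpne4 thus depends on the TPM added. The largest fall was in Abhd14b, on chromosome 9 from 106447737 to 106452923, at 0.477 ± 0.327 TPM (SD, n = 3) in Rop7-III and 21.2 ± 2.84 TPM (SD, n = 3) in Rop7-II T cells, a log2 fold change of -3.93 (standard error 0.18, adjusted p = 1.79e-06). Log2 fold changes of -3.67 in Slc6a19, -3.31 in H2-Q7, -2.91 in Crip1, -2.68 in Art2b and -2.51 in Pdk1 followed, with adjusted p between 9.09e-09 and 0.00284. H2-Q7 was no longer called without Rop7-II replicate 3 (adjusted p = 0.0113) or without Rop7-III replicate 2 (adjusted p = 0.0134). Abhd14b overlaps the called gene Abhd14a, Slc6a19 overlaps the called gene Slc6a19os, and H2-Q7, Art2b and Ccl27a belong to families with near-identical copies. Apart from Scg5, each of these genes lay within 1 Mb of another called gene, as did 105 of the 206, and 17 of the 206 lay within 20 Mb of the Tcra or the Tcrb locus.

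**Figure D1:**
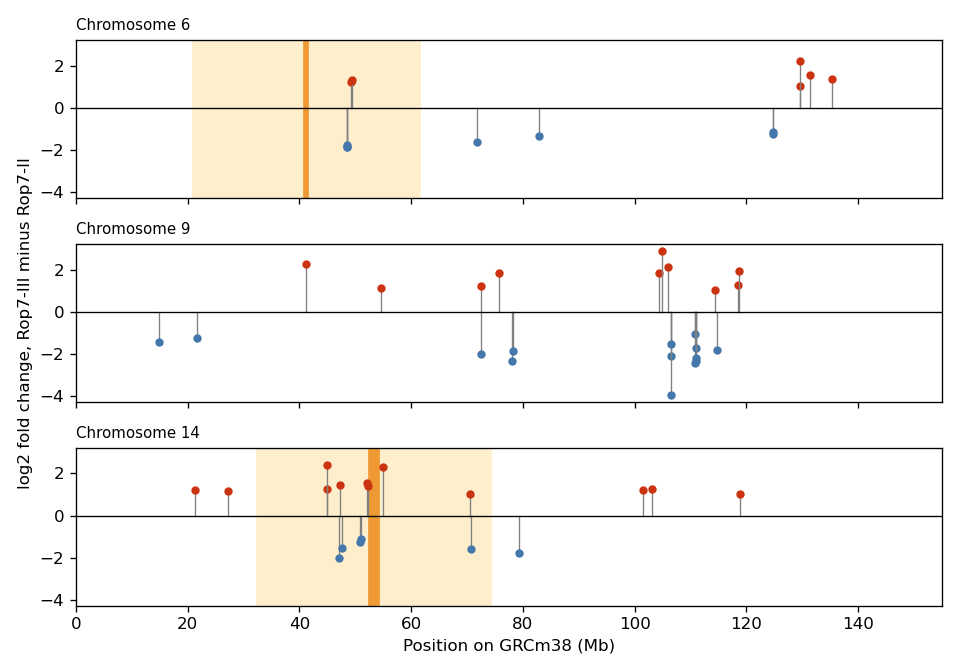
Log2 fold change (Rop7-III minus Rop7-II) of each called gene against its position in Mb on chromosomes 6, 9 and 14 of GRCm38. Each point is 1 gene, red where higher and blue where lower in Rop7-III T cells, dark orange marks Tcrb on chromosome 6 and Tcra on chromosome 14, and light orange marks 20 Mb to either side. The 12 called genes from 104566701 to 114781993 on chromosome 9, whose midpoints lie within 10 Mb, are the most in any 10 Mb of the genome when genes are taken at their midpoints.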

One hundred and fifteen genes were identified to be significantly expressed with at least a twofold difference (figure 8*a*; electronic supplementary material, table S1). 

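Published lists of 54 genes of the G2/M phase and 43 genes of the S phase (Seurat, as mouse symbols) were tested in place of the commercial pathway database that the authors used. Of the 51 G2/M genes tested, 43 were higher in Rop7-III than in Rop7-II T cells, and the mean log2 fold change was 0.51 (median 0.53). At an adjusted p under 0.01, 12 genes were higher and 1 was lower, and adjusted over the list alone 16 were higher and 1 was lower. The camera test of limma, with the correlation between genes preset at 0.01, gave an adjusted p of 1.08e-07 over 12 tests of lists. The alternative that moved this most was a correlation estimated from the 9 samples, with an adjusted p of 0.265, and fry gave 0.00108. In the comparison of Rop7-III with Rop7-I the G2/M list was also under 0.05 with fry and not with the estimated correlation. Of the 41 S-phase genes tested, 3 were higher and 4 were lower (4 and 6 adjusted over the list alone), with a mean log2 fold change of 0.05 and an adjusted p of 0.988.

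Top2a, on chromosome 11 from 98992947 to 99024199, encodes a DNA topoisomerase of dividing cells and stood at 8.15 ± 2.15 TPM (SD, n = 3) in Rop7-III and 1.02 ± 0.361 TPM (SD, n = 3) in Rop7-II T cells, a log2 fold change of 2.17 (standard error 0.20, adjusted p = 9.08e-05). Mki67, which encodes Ki-67 on chromosome 7 from 135689784 to 135716450, stood at 8.52 ± 1.93 and 1.42 ± 0.341 TPM (SD, n = 3 each), a log2 fold change of 1.96 (standard error 0.20, adjusted p = 1.91e-04). The other G2/M genes with the smallest adjusted p were Smc4 (log2 fold change 0.67), Hmgb2 (0.70) and Birc5 (1.45), with adjusted p between 4.00e-05 and 7.64e-05. Nusap1 rose by 1.52 on the log2 scale (adjusted p = 2.21e-04). Top2a, Birc5 and Nusap1 each lay within 1 Mb of another called gene. Cenpf and Aspm, with at most 1.29 and 1.80 TPM in a sample, rose by 0.90 (adjusted p = 0.00514) and 0.93 (adjusted p = 0.00428), under 2-fold on this scale. The adjusted p of both was over 0.01 without Rop7-II replicate 2 (0.0125 and 0.0124), Rop7-II replicate 3 (0.0156 and 0.0110), Rop7-III replicate 2 (0.0280 and 0.0216) or Rop7-III replicate 3 (0.0244 and 0.0223), and that of Cenpf also without Rop7-I replicate 2 (0.0111), Rop7-I replicate 3 (0.0101) or Rop7-III replicate 1 (0.0127). Of the genes that Table S1 lists and that act in mitosis, Pttg1 and Gsg2, in neither list, fell by 2.01 (adjusted p = 7.09e-05) and 1.19 (adjusted p = 1.35e-04) on the log2 scale, and Gsg2 lies within the called gene Itgae.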

Gene ontology analysis between these two Rop7 lines uncovered major differences in cell-cycle and proliferation-related pathways (electronic supplementary material, table S2). 

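Of 87 tested genes for components of TCR signalling, 8 were higher and 6 were lower in Rop7-III than in Rop7-II T cells at an adjusted p under 0.01 (8 and 7 adjusted over the list alone). Their mean log2 fold change was -0.03 and the camera test gave an adjusted p of 0.988. Among the smallest adjusted p were those of Cd28 (log2 fold change 0.66), Malt1 (0.59), Cd8a (-0.39) and Pik3r1 (0.39), between 1.73e-05 and 3.67e-04. A second list, of genes that TCR signals induce or that feed back on them, was written with Table S1 already read, so that its result is not independent of that table. Of its 26 tested genes, 5 were higher and 1 was lower, the same counts as adjusted over the list alone, with a mean log2 fold change of 0.43 and a median of 0.13. The camera test gave an adjusted p of 0.0129 for this list, which was 0.0784 with fry and 0.899 with the estimated correlation. It was 0.0548 without Rop7-II replicate 2 and 0.0516 without Rop7-II replicate 3.

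Cd5, on chromosome 19 from 10718107 to 10739026, stood at 178 ± 3.20 TPM (SD, n = 3) in Rop7-III, 67.6 ± 7.93 TPM in Rop7-I and 41.4 ± 10.2 TPM in Rop7-II T cells. Its log2 fold change between Rop7-III and Rop7-II was 2.10 (standard error 0.15, adjusted p = 2.19e-05). Ubash3b, which encodes a phosphatase that limits TCR signalling, stood at 30.7 ± 1.70 TPM (SD, n = 3) in Rop7-III and 5.78 ± 1.69 TPM in Rop7-II T cells, a log2 fold change of 2.25 (standard error 0.14, adjusted p = 1.58e-05). Cd6 rose by 1.76 (adjusted p = 5.19e-05), Dusp4 by 1.70 (adjusted p = 3.98e-04) and Sla by 0.74 (adjusted p = 2.03e-05) on the log2 scale, and Dusp2 fell by 0.38 (adjusted p = 6.08e-04). Cd5 and Cd6 lie within 1 Mb of each other, with the called gene A430093F15Rik between them. Dok2, an adaptor listed in Table S1, stood at 64.0 ± 1.44 TPM (SD, n = 3) in Rop7-III and 192 ± 12.5 TPM in Rop7-II T cells, a log2 fold change of -1.57 (adjusted p = 4.22e-07), and lies 16.5 Mb from the Tcra locus.

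**Figure D2:**
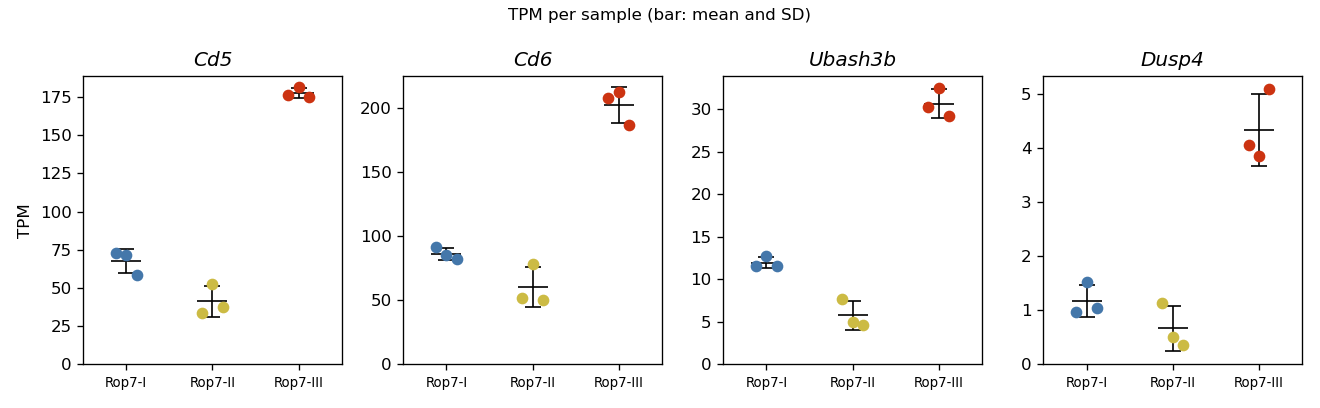
TPM of Cd5, Cd6, Ubash3b and Dusp4 in each sample of Rop7-I, Rop7-II and Rop7-III T cells, with a linear axis for each gene. Points are biological replicates and bars show the mean and SD of 3, and for each of the 4 genes every Rop7-III sample lies above every sample of the other clones.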

As expected, based on differential TCR–MHC binding strength between Rop7-III and -II, we also observed differences in expression of genes related to TCR signalling (electronic supplementary material, table S2). 

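Between Rop7-III and Rop7-I T cells, 41 of the 51 tested G2/M genes were higher in Rop7-III T cells, with a mean log2 fold change of 0.47 (median 0.49). At an adjusted p under 0.01, 11 were higher and 2 were lower, and adjusted over the list alone 20 were higher and 3 were lower. The camera test gave an adjusted p of 3.70e-08. For the 41 S-phase genes the mean log2 fold change was 0.07, with 2 genes higher and 1 lower (3 and 2 adjusted over the list alone). The mean and the median of the list were above 0 while the test itself pointed to a fall, with an adjusted p of 0.988. Mki67 stood at 1.96 ± 0.666 TPM (SD, n = 3) in Rop7-I T cells, and its log2 fold change was 1.69 (standard error 0.20, adjusted p = 9.88e-04). Top2a stood at 1.89 ± 0.249 TPM (SD, n = 3) in Rop7-I T cells, and its log2 fold change was 1.64 (adjusted p = 0.00106). Birc5 rose by 1.15 (adjusted p = 6.41e-04), Hmgb2 by 0.55 (adjusted p = 6.41e-04) and Smc4 by 0.52 (adjusted p = 3.45e-04) on the log2 scale, while Cbx5 fell by 0.51 (adjusted p = 2.61e-04). Nusap1 rose by 1.25 (adjusted p = 0.00143), which without Rop7-III replicate 2 was 1.19 (adjusted p = 0.0106). Among S-phase genes Ung fell by 0.52 (adjusted p = 0.00125). Rrm2 rose by 0.93 (adjusted p = 0.00175), with an adjusted p of 0.0110 without Rop7-I replicate 1, 0.0101 without Rop7-I replicate 2 and 0.0108 without Rop7-III replicate 3.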

In the unstimulated state, Rop7-I showed a less active signature than Rop7-III for genes associated with cell cycle progression (figure 8*b*). In this regard, Rop7-II CD8 T cells are more similar to Rop7-I than to Rop7-III (electronic supplementary material, figure S4). 

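Between Rop7-I and Rop7-II T cells the mean log2 fold change of the G2/M list was 0.04, with 30 of 51 genes higher in Rop7-I T cells and an adjusted p of 0.457 from the camera test. In limma, 0 of the 51 genes had an adjusted p under 0.01, over all genes or adjusted over the list alone, and 8 had an unadjusted p under 0.05, of which 6 were higher and 2 were lower. The root mean square difference between clone means over the list was 0.18 on the log2 scale between Rop7-I and Rop7-II, 0.74 between Rop7-II and Rop7-III, and 0.68 between Rop7-I and Rop7-III. Over the S-phase list these differences were 0.27, 0.35 and 0.28, with 1 gene higher and 2 lower in Rop7-I than in Rop7-II T cells at an adjusted p under 0.01 (1 and 2 adjusted over the list alone). Mki67 differed between Rop7-I and Rop7-II by 0.28 (adjusted p = 0.392) and Top2a by 0.53 (adjusted p = 0.0994). Some cell cycle genes set Rop7-II apart instead. Mcm6, of the S-phase list, stood at 49.4 ± 1.44 TPM (SD, n = 3) in Rop7-I, 95.0 ± 14.3 TPM in Rop7-II and 50.7 ± 0.879 TPM in Rop7-III T cells, and Pttg1 stood at 16.1 ± 1.18, 67.9 ± 20.2 and 15.8 ± 2.07 TPM. Their log2 fold changes between Rop7-I and Rop7-II were -0.92 (adjusted p = 2.56e-04) and -1.97 (adjusted p = 1.32e-04).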

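Pearson's r between samples was computed on TPM across the 10544 genes with a TPM of at least 1 in every sample, the genes that the legend of Fig. 8c names. These correlations are across genes, which are not independent replicates, so the clone labels of the samples were permuted. The 9 pairs of a Rop7-I and a Rop7-III sample had a mean r of 0.9964, against 0.9943 for Rop7-I with Rop7-II and 0.9934 for Rop7-II with Rop7-III. Within a clone the mean r was 0.9990 for Rop7-I, 0.9974 for Rop7-II and 0.9990 for Rop7-III, so that the replicates of Rop7-II also differed most among themselves. The mean r of the pairs of Rop7-I and Rop7-III exceeded that of the 18 pairs with Rop7-II by 0.00251. An exact permutation test gave a one-sided p of 0.0119, where the smallest p that the arrangements of the labels allow is 0.00119. Leaving out the 100 genes with the highest mean TPM moved the difference most, to 0.00850, with the same p.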

A global comparison of expressed transcripts between the three unstimulated Rop7 CD8 T cells clones showed that Rop7-I and -III are more similar to each other than to Rop7-II (figure 8*c*). To investigate whether our findings could be extended to a polyclonal CD8 T-cell population, we monitored cell cycle status under physiological conditions through expression of the proliferation-associated protein Ki-67. Ki-67^+^ proliferating cells were almost exclusively found among CD5^high^ CD8 T cells (figure 8*d*). 

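The level of a list in a sample was taken as its mean log2(TPM + 1). For the G2/M list it was 3.53 ± 0.10 (SD, n = 3) in Rop7-III, 3.06 ± 0.07 in Rop7-I and 3.02 ± 0.02 in Rop7-II T cells, and all 3 Rop7-III samples lay above the other 6. The difference was 0.51 from Rop7-II and 0.47 from Rop7-I, each with a two-sided p of 0.1 in an exact permutation test, the smallest that 3 samples against 3 allow. Between Rop7-I and Rop7-II it was 0.04 (exact permutation test, two-sided p = 0.6). Rop7-III against both other clones together, a comparison chosen after seeing the data, gave a difference of 0.49 (exact permutation test over 84 arrangements, two-sided p = 0.0119, the smallest possible, and 0.0952 with Benjamini-Hochberg adjustment over 8 such tests, the lowest that a single test at this p can reach). For the S-phase list the level was 3.99 ± 0.03 (SD, n = 3) in Rop7-III, 3.92 ± 0.01 in Rop7-I and 3.94 ± 0.04 in Rop7-II T cells. These S-phase differences of 0.07 and 0.05 also had a two-sided exact p of 0.1. All 3 Rop7-III samples lay above the other 6 in this list too, by a narrow gap (3.970 against 3.966). Rop7-III against both other clones together gave a difference of 0.06 (exact permutation test, two-sided p = 0.0357, and 0.143 adjusted over the 8 tests). The paper sets the cell cycle genes of the clone that it ranks highest in self-reactivity (Fig. 7b) beside the Ki-67 staining of polyclonal CD8 T cells (Fig. 8d), and reads the transcriptome of Rop7-III T cells as showing more proliferation or a readiness to enter the cell cycle than that of the other 2 clones.

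**Figure D3:**
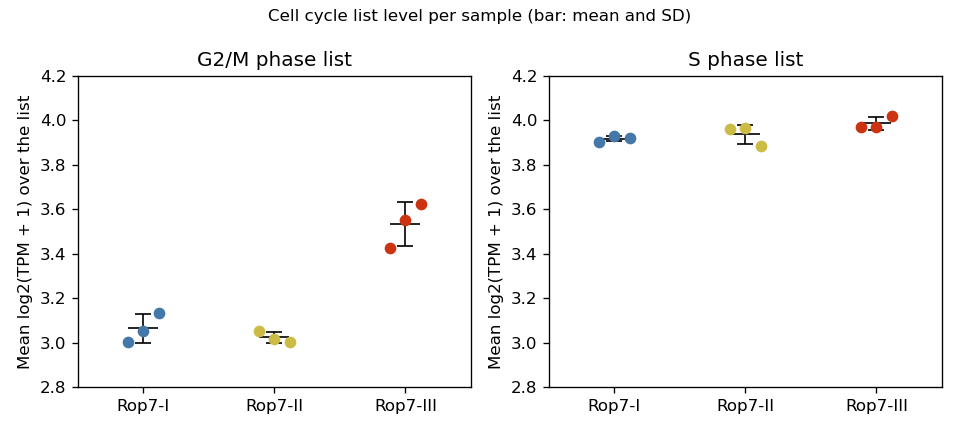
Mean log2(TPM + 1) over the G2/M list and over the S-phase list in each sample, by clone. Points are biological replicates and bars show the mean and SD of 3, and the axis does not start at 0. The Rop7-III samples lie above all others in both lists, by a wider gap in the G2/M list.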

In conclusion, our transcriptomic analysis reveals that Rop7-III clone, like polyclonal CD5^high^ T cells, demonstrates enhanced proliferation or readiness for cell cycle entry, when compared with both Rop7-I and -II clones. Transcriptomic analysis showed Rop7-II to be clearly different from the other Rop7-specific CD8 T-cell clones, a trait that must be imposed by identity of its clonotypic TCR.

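Between Rop7-III and Rop7-I T cells 128 genes were called, 74 higher and 54 lower in Rop7-III T cells, and between Rop7-I and Rop7-II T cells 115 genes were called, 53 higher and 62 lower in Rop7-I T cells. Without Rop7-III replicate 2 the first of these counts was 82. At an adjusted p under 0.01 without the 2-fold minimum the counts were 588 and 912. Across all 3 clones, 1707 genes had an adjusted p under 0.01 in limma's F test, and 1007 without Rop7-III replicate 2, 1011 without Rop7-III replicate 1, 1085 without Rop7-III replicate 3 and 1110 without Rop7-I replicate 2. The spread between replicates was 0.12 (SD, log2 scale, over the genes of the correlation matrix) in Rop7-I, 0.22 in Rop7-II and 0.12 in Rop7-III T cells. With the part that this spread contributes taken out, the mean squared log2 distance between clone means was 0.0830 (jackknife standard error 0.0117) between Rop7-II and Rop7-III, 0.0594 (0.00537) between Rop7-I and Rop7-III and 0.0533 (0.0206) between Rop7-I and Rop7-II. The last 2 of these distances differed by less than the larger of their errors.

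Among the largest differences, Scg5 stood at 101 ± 4.22 TPM (SD, n = 3) in Rop7-I T cells, a log2 fold change of 4.64 over Rop7-II (adjusted p = 8.25e-09), and Pdk1 stood at 38.0 ± 0.957 TPM in Rop7-I, 239 ± 14.6 TPM in Rop7-II and 41.0 ± 1.18 TPM in Rop7-III T cells. Other genes set Rop7-I apart. Kit, on chromosome 5 from 75574987 to 75656722, stood at 0.0533 ± 0.0252 TPM (SD, n = 3) in Rop7-I, 9.90 ± 0.888 TPM in Rop7-II and 11.8 ± 1.13 TPM in Rop7-III T cells, with a log2 fold change of -3.37 in Rop7-I against Rop7-II (adjusted p = 1.91e-07) that depends on the TPM added. Hist2h2bb, a histone gene with near-identical copies, had a log2 fold change of 3.72 in Rop7-III against Rop7-I (adjusted p = 1.72e-06), and Hopx one of -2.95 (adjusted p = 1.93e-04). Cpne4, which lies within 1 Mb of other called genes, was highest in Rop7-I T cells at 17.0 ± 0.778 TPM (SD, n = 3), against 0.0167 ± 0.0289 TPM in Rop7-II and 6.73 ± 2.58 TPM in Rop7-III T cells.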

**Figure 8.**
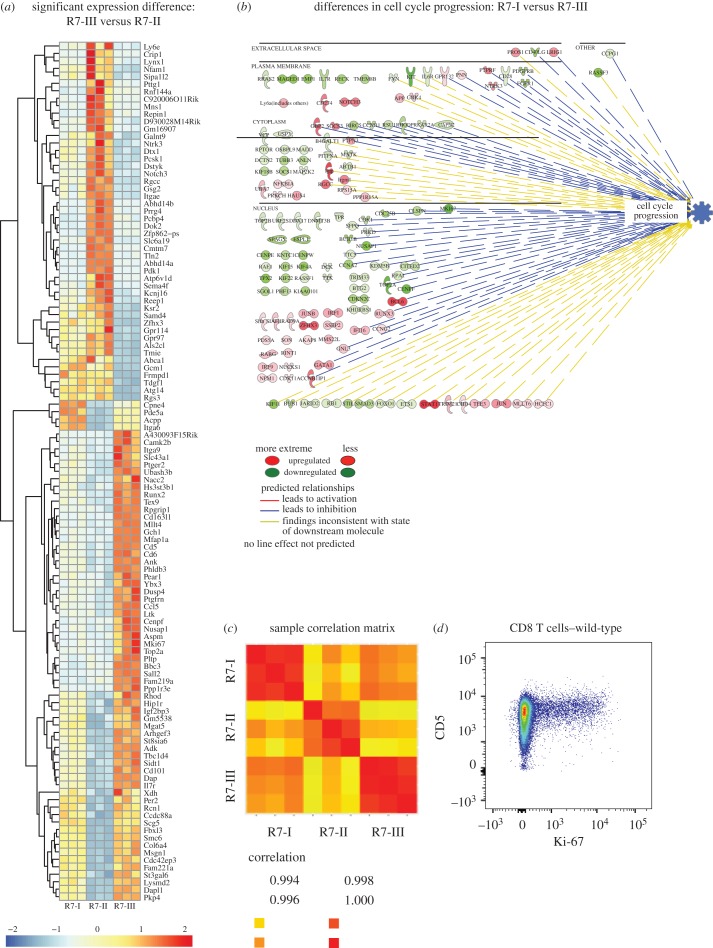
Transcriptional profile of non-activated R7-I, R7-II and R7-III CD8 T cells. (*a*) Row centred heatmap of transcripts per million (TPM) values for genes with a significant expression difference of over twofold between R7-III and R7-II homozygous CD8 T cells. (*b*) Ingenuity pathway of genes associated with cell cycle progression and found to be significantly differentially expressed between R7-I and R7-III homozygous CD8 T cells. (*c*) Sample correlation matrix for R7-I, R7-II and R7-III CD8 T cells generated from TPM values for expressed genes (assumed to have a minimum TPM of 1 across all samples in the experiment). Each row and column represents a replicate biological sample of the denoted Rop7 clones. (*d*) CD5 versus Ki-67 expression gated on CD8 T cells from WT BALB/c mice.

## 3. Discussion

We used three lines of mice, created by SCNT, as a source of clonotypically distinct, but homogeneous CD8 T cells, all of which recognize the identical Rop7-H-2 L^d^ peptide–MHC complex. A comparison of these CD8 T cells should allow us to assess the impact of the TCR's identity on the functional characteristics T cells as revealed also by the status of their transcriptome. This is important not only because it extends this type of analysis to an MHC haplotype other than H-2^b^, but also because no such comparison has been made for independently generated lines of mice bearing Class I MHC-restricted receptors of the same specificity on a genetically homogeneous background. We first analysed T-cell development in Rop7 mice heterozygous or homozygous for the TN TCRα and β chain and report the presence of appreciable percentage of CD8 cells that fail to stain with Rop7 tetramers, as well as the presence of a reduced, but important percentage of mature CD4 T cells. In heterozygous mice, the expression of a TCR other than the original TN receptor requires the endogenous rearrangement of the WT TCRα (or β) locus or secondary rearrangements at the TN TCRα (or β) locus. In homozygous mice however—because both alleles are rearranged—only productive secondary rearrangements at the TN TCRα (or β) locus can produce a TCR that is not specific for H-2 L^d^-Rop7. Therefore, our results demonstrate unambiguously that secondary rearrangements can occur at otherwise genetically unmanipulated loci and that these events are not rare considering the percentage of CD4 cells and tetramer^−^ CD8 T cells. The investigation of receptor editing and secondary rearrangement events have, until very recently, only been possible though knock-in of rearranged TCR segments in the α locus [27–29], a procedure bypassed by the TN approach in the present study.

We have measured the affinity of Rop7 TCR for H-2 L^d^-IPAAAGRFF antigen and its variants, and investigated the outcome of antigenic (Rop7 and variant) and (antigen-independent) anti-CD3/anti-CD28 stimulation. *In vitro* stimulation with IPAAAGRFF-loaded BMDC demonstrates that Rop7-III CD8 T cells produced significantly more IL-2 and IFNγ, but not TNFα, compared with Rop7-I CD8 T cells. Furthermore, Rop7-II cells secreted significantly fewer cytokines compared with Rop7-I and -III CD8 T cells and an increased proportion of cells died as the strength of stimulus decreased. Because the Rop7-II TCR has a significantly lower affinity for H-2 L^d^-IPAAAGRFF than the TCR of Rop7-I and -III (25- and 3-fold less, respectively), such differences could have been explained by differences in affinity. However, Rop7-II CD8 T cells showed an equally poor ability to secrete cytokines and enhanced cell death compared with Rop7-I CD8 T cells when stimulated with IPANAGRFF-loaded BMDC. In these conditions, the difference in affinity was less (approx. twofold), whereas differences in cytokine production remained large, suggesting inherent impairment of Rop7-II effector function. Stimulation of Rop7 CD8 T cells with anti-CD3/anti-CD28 (i.e. independently of antigen affinity) confirmed that Rop7-II CD8 T cells had lower intrinsic effector capacities as well as a marked propensity to cell death. Moreover, we observed differences between Rop7-I and -III T cells in proliferation, cytokine production and cell viability. Both inferior and superior effector functions might be intrinsically set by thresholds of self-reactivity. Indeed, for the CD8 clonal variants characterized here, self-reactivity positively correlates with effector capacities as demonstrated for several CD4 transgenic T cells [15,17] or a CD8 T cell polyclonal population [16]. In the context of a *Toxoplasma* infection, all three Rop7 CD8 T cells clonal variants proliferated and secreted cytokines. Nevertheless, we observed marked differences in the accumulation in the spleen and notably an increased number of Rop7-I versus -III (and -II) CD8 T cells. We propose the following hypothesis to explain differences between these *in vivo* and *in vitro* experiments. First, accumulation in the spleen might not faithfully reflect global clonal expansion, for example, due to changes in cell migration behaviour. Second, discrepancies might be explained by quantitative (antigen dose) and qualitative (cytokines, co-stimulation) differences in stimulation as well as other cell-extrinsic factors (e.g. nutrients) between both conditions. Third, although we have no indication of increased apoptosis, Rop7-III CD8 T cells may be unable to sustain long-lasting expansion.

Our analysis of protein phosphorylation upon antigenic stimulation has uncovered interesting differences in signal transduction as well. Although we observed a decreased level of ERK and S6 phosphorylation in Rop7-II T cells, differences between the various Rop7 T cells seemed qualitative rather than merely quantitative. In fact, accumulated data suggest that signalling might occur in a different manner for every single clone depending not only on signal strength, but also on cell state as determined by tonic signalling experienced in the periphery [15,17]. Differences in signal integration [30] are likely to explain heterogeneity in effector functions [12].

Our work and that of others [15–17] show a correlation between effector function of T cells and self-reactivity. How, then, does self-reactivity dictate future effector functions? Self-reactivity, hence tonic signalling, might impact the phospho-proteome of each T-cell clone in a different manner. Indeed, evidence of changes in protein phosphorylation at rest has been provided in two independent studies [15,17]. Self-reactivity might also imprint the trancriptome of each clone in physiological conditions. Data presented above as well as results from others [16] support this hypothesis. Our transcriptome-wide analysis showed that differences between unstimulated Rop7-II and -III CD8 T cells in cell cycle-associated genes were highly significant, even more so than TCR signalling-associated genes when considering adjusted *p*-values (electronic supplementary material, table S2). 

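Among the genes with an adjusted p under 0.01 between Rop7-III and Rop7-II T cells were 13 of 51 tested G2/M genes (25.5%, against 12.2% of the genes outside the list), an odds ratio of 2.46 (Fisher's exact test, one-sided p = 0.00732, 0.0293 with Benjamini-Hochberg adjustment over 4 lists). They also held 14 of 87 genes for components of TCR signalling (16.1%, adjusted p = 0.233), 6 of 26 TCR-induced and feedback genes (23.1%, adjusted p = 0.181) and 7 of 41 S-phase genes (17.1%, adjusted p = 0.233). Fisher's test takes genes as independent, which they are not, and the difference between the lists was not itself tested. The adjusted p of the G2/M list was 2.04e-05 when genes with an adjusted p under 0.05 were taken instead, and 0.509 when a TPM of at least 1 was required in every sample. It was 0.0919 without Rop7-I replicate 3, 0.156 without Rop7-II replicate 2 and 0.0816 without Rop7-II replicate 3. For the TCR-induced and feedback genes it was 0.0218 without Rop7-II replicate 1, 0.0147 without Rop7-III replicate 1, 0.0175 without Rop7-III replicate 2 and 0.0208 without Rop7-III replicate 3, and for the components of TCR signalling it was 0.0266 without Rop7-II replicate 1.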

We confirmed these findings in a polyclonal CD8 T cell population. Indeed, the vast majority of cycling, Ki-67^+^ cells were CD5^high^. This correlation suggests a threshold of self-reactivity (and CD5 levels) beyond which cells enter the cell cycle under physiological conditions and in the absence of the Rop7 epitope. Homeostatic expansion, a process linked to CD5 expression level [31,32], is assumed to be driven by ‘self’ antigen when resources (e.g. IL-7) are abundant, as is the case in lymphopenia [33]. However, it is local rather than global cytokine excess that will be sensed by T cells. Of note, the IL-7 receptor (IL7r) gene itself was upregulated in Rop7-III T cells (figure 6*a*).

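Il7r, on chromosome 15 of GRCm38 from 9506159 to 9529941, stood at 749 ± 20.7 TPM (SD, n = 3) in Rop7-III, 511 ± 32.5 TPM in Rop7-I and 317 ± 16.5 TPM in Rop7-II T cells, and no replicate of one clone overlapped those of another. Its log2 fold change was 1.24 (standard error 0.05, adjusted p = 1.26e-06) between Rop7-III and Rop7-II, 0.55 (adjusted p = 2.64e-04) between Rop7-III and Rop7-I and 0.69 (adjusted p = 4.85e-05) between Rop7-I and Rop7-II. With each sample left out in turn, the first of these stayed between 1.20 and 1.28. The cells had spent the night in IL-2, and the nearest gene called between Rop7-III and Rop7-II lay 17937 kb away.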

In conclusion, the concept of a ‘naive’ T cell as a fixed entity may need revision. Effector capacities of T-cell clones are shaped by the prior experience of self-reactivity. Future investigations focusing on signalling or transcriptomic analysis at the single-cell level in antigen-inexperienced T cells may very well uncover an even greater heterogeneity. In the very same way, the definition of ‘self’ in the context of these recent studies is worth reconsidering. ‘Homeostatic peptidome’ may be a more appropriate term than ‘genome-encoded self’.

## 4. Experimental procedures

### 4.1. Mice

BALB/c and BALB/c CD45.1 mice were purchased from the Jackson laboratory and bred in the animal facility of the Whitehead Institute for Biomedical Research (Cambridge, MA) or in the animal facility of the Francis Crick Institute, Mill Hill Laboratory (London, UK). Nur77-GFP transgenic mice were described in [26,34]. The generation of Rop7-I, -II and -III was described elsewhere [19]. Heterozygous and homozygous Rop7 mice were backcrossed for six generations or more on a BALB/c background.

### 4.2. Antibodies and reagents

Purified anti-CD3 (clone 17A2) and anti-CD28 (clone 37.51) antibodies, fluorescently labelled Granzyme B (clone 16G6), CD3ɛ (clone 145-2C11), CD4 (clone GK1.5), CD8 (clone 53-6.7), CD45.1 (clone A20) specific antibodies were purchased from eBioscience. Biotinylated anti-CD4 (clone GK1.5), anti-CD19 (clone 1D3), fluorescently labelled CD25 (clone 7D4), CD44 (clone 1M7), CD69 (clone H1.2F3), TNFα (clone MP6-XT22) and actin (clone ab-5) specific antibodies were purchased from BD Biosciences. Fluorescently labelled CD5 (clone 53-7.3), CD28 (clone E18), CD62 L (clone mel-14), Ki-67 (clone 16A8) specific antibodies and Zombie Aqua (cat. no. 423101) were purchased from Biolegend. Fluorescently labelled anti-IFNγclone 9004) was purchased from Sigma. Anti-phospho-tyrosine residue (clone 4G10) was purchased from Millipore. Anti-phopho-ERK (Thr202/Tyr204) (D13.14.4E, cat. no. 4370) and anti-phospho-S6 (Ser235/236) (D57.2.2E, cat. no. 4858) were purchased from Cell Signalling Technology. Horseradish peroxidase-conjugated anti-mouse antibody was purchased from GE Healthcare (cat. no. NXA931). Horseradish peroxidase-conjugated goat anti-rabbit antibody was purchased from Southern Biotech (cat. no. 4041-05). CD8 T cells isolation kit (130-095-236) and anti-biotin beads (130-090-485) were purchased from Miltenyi and used according to the manufacturer's instructions. ELISA kits for the detection of mouse IL-2 (cat. no. 431001), IFNγ (cat. no. 430801) and TNFα (cat. no. 430901) were purchased from BioLegend. ELISA for mouse IgM (cat. no. 88-50470-22) and IgG (cat. no. 88-50400-22) were purchased from Ebioscience. Recombinant mouse GM-CSF (cat. no. 315-03), IL-2 (212-12) and IL-4 (cat. no. 214-14) were purchased from Peprotech. Carboxyfluorescein succinimidyl ester (CFSE) was purchased from Sigma (cat. no. 21888). Protease inhibitor cocktail was purchased from Roche (cat. no. 11836153001). H-2 L^d^ tetramers were produced and used as described elsewhere [23] or obtained from the NIH tetramer facility. All peptides were produced by the MIT biopolymer facility through standard solid-phase peptide synthesis or purchased from Pepceuticals, UK.

### 4.3. *Toxoplasma gondii* infection

A measure of 1 × 10^5^ sorted CD8^+^ tetramer^+^ cells from pooled spleen and lymph nodes of Rop7-I, -II or -III CD45.2 BALBC/c mice were transferred intravenously into CD45.1 BALB/c recipient. Twenty-four hours after transfer, mice were infected intraperitoneally with 2 × 10^4^ *Toxoplasma* Prugniaud tachyzoites and spleens were harvested 9 days after infection. For *in vitro* re-stimulation, 2 × 10^6^ erythrocytes-depleted splenocytes were incubated for 6 h in the presence of Rop7 peptide (final concentration 1 µg ml^−1^) and a protein transport inhibitor (GolgiPlug, BD Biosciences, cat. no. 555029) in round bottom 96 wells plate in complete RPMI. Intracellular cytokine staining for cytokine was performed after fixation and permeabilization according to the manufacturer's instructions (BD Cytofix/Cytoperm, cat. no. 554722; BD Perm/Wash, cat. no. 554723).

### 4.4. T-cell receptor expression, refolding and affinity measurement

For the Rop7-I, -II and -III TCRs, the α and β chains were cloned individually in the bacterial expression vector pET28a. Residues threonine 46 of the α chain's and serine 57 of the β chain's constant regions were mutated to cysteine to enable non-native disulfide bridge formation within the heterodimer complex [35]. A biotinylation sequence was introduced at the C terminus of the β chain. The chains were separately expressed in *Escherichia coli.* BL21-DE3 (pLysS) and obtained as inclusion bodies and dissolved in 8 M urea, 25 mM MES, 1 mM EDTA, 1 mM DTT at pH 6.0. The proteins were refolded via flash dilution of a mixture of both α and β chains into 1 l refolding buffer composed of 400 mM l-Arginine, 100 mM Tris, 2 mM EDTA, 5 mM reduced glutathione, 0.5 mM oxidized glutathione, pH 8.0 at 4°C to a final protein concentration of 60 mg l^−1^ [36]. The solution was then dialysed with 20 mM Tris, 50 mM NaCl, pH 8.0 to remove denaturants. The resulting TCRs were purified in two steps, first via a size exclusion column (Superdex 200 16/60) and subsequently bound to an anion exchange column (MonoQ 5/50 GL) and eluted with a linear gradient of 0–400 mM NaCl in 20 mM Tris, pH 8.0. The purified TCRs were stored in 20 mM Tris, 50 mM NaCl at −80°C. IPA**A**AGRFF-, IPA**F**AGRFF- and IPA**N**AGRFF-loaded H-2 L^d^ complexes were similarly obtained by established refolding methods [37]. All SPR experiments were conducted on a BIAcore 3000 instrument at 25°C. Soluble streptavidin was first coupled to a CM5 chip (GE Healthcare Life Sciences) by amine coupling following the manufacturer's instructions. For each experiment, approximately 500 resonance units of biotinylated TCR monomers were subsequently immobilized. A flow cell without any TCRs bound served as control for each experiment. The H-2 L^d^ peptide-loaded complexes were directed towards both cells at a flow rate of 20 µl min^−1^, with concentrations ranging from 1 to 200 µM. The final response was calculated after subtracting the control cell response. All experiments were conducted at least in duplicates. Equilibrium *K*_d_ values were calculated by nonlinear curve fitting of background-subtracted data using PRISM software.

### 4.5. *In vitro* stimulation assay

A measure of 1–2 × 10^5^ sorted CD4^+^ or CD8^+^ tetramer^+^ cells from pooled spleen and lymph nodes of Rop7-I, -II or -III mice were stimulated in complete RPMI in 96-well flat bottom plates in the following conditions. Anti-CD3/28: plate-bound anti-CD3 (clone 17A2) and anti-CD28 (clone 37.51) at indicated concentrations in flat bottom 96-well plates in the presence of 10 ng ml^–1^ recombinant mouse IL-2 when specified. BMDC: dendritic cells differentiated from bone marrow progenitors for 5–7 days in GM-CSF and IL-4 containing medium loaded with Rop7 peptide (final concentration 1 or 0.01 µg ml^−1^). When indicated, 10–20 × 10^6^ cells per millilitre were labelled in PBS 2.5 µM CFSE for 2 min at room temperature.

### 4.6. Cytokine secretion measurements

A measure of 1–2 × 10^5^ sorted CD4^+^ or CD8^+^ tetramers^+^ cells from pooled spleen and lymph nodes of Rop7-I, -II or -III mice were stimulated in complete RPMI in 96-well round bottom plates together with 0.1–0.5 × 10^5^ Rop7 peptide-loaded BMDC (final concentration 1 or 0.01 µg ml^−1^). Cytokine concentrations were measured by ELISA according to the manufacturer's instructions or by multiplex assay (Eve Technologies, Calgary, Alberta, Canada).

### 4.7. *In vitro* cytotoxicity assay

A measure of 1–2 × 10^5^ sorted CD4^+^ or CD8^+^ tetramers^+^ cells from pooled spleen and lymph nodes of Rop7-I, -II or -III mice were stimulated in complete RPMI in 96-well round bottom plates together with 0.5 × 10^5^ Rop7 peptide-loaded BMDC (final concentration 1 µg ml^−1^). After 72 h, cells were harvested and incubated with 10^5^ total cells of a 1 to 1 mixture of CFSE-labelled, Rop7 peptide-loaded CD45.1 BALB/c splenocytes (final concentration 1 µg ml^−1^) and control, CFSE-labelled, DMSO-treated CD45.2 BALB/c splenocytes in 96-well round bottom plates. After 16–20 h the ratio of living (propidium iodide negative) CD45.1 versus CD45.2 cells was determined by flow cytometry.

### 4.8. *In vitro* tetramer stimulation

Total CD8 T cells were purified from pooled lymph nodes and erythrocytes-depleted spleens of Rop7-I, -II or -III mice, homozygous for α and β chain by negative selection using magnetic beads according to the manufacturer's instructions. Two to five million tetramer^+^ cells were stimulated with 13 µg Rop7 peptide-loaded H-2 L^d^ tetramers in 50 µl complete RPMI at 37°C. Cells were then washed with ice cold PBS and lysed in 20 mM Tris–HCl, pH 7, 150 mM NaCl, 5 mM MgCl_2_, 5 mM Na_3_VO_4_, 10 mM NaF, 0.5% NP40 supplemented with protease inhibitor cocktail (Roche). Total lysates were run on a 12% acrylamide SDS-PAGE gel. After transfer to a nitrocellulose membrane, phosphorylation events were monitored by blotting using phospho-tyrosine, phospho-ERK or phospho-S6 specific antibodies.

### 4.9. *In vivo* luminescence measurement

An amount of 8 × 10^4^ sorted CD8^+^ tetramer^+^ cells from pooled spleens and lymph nodes of Rop7-I, -II or -III mice were transferred intravenously into BALB/c recipients. Twenty-four hours after transfer, mice were infected intraperitoneally with 5 × 10^4^ *Toxoplasma* Prugniaud tachyzoites. For *in vivo* imaging, mice were injected i.p. with 3 mg firefly d-luciferin (Perkin Elmer, Waltham, MA, USA), left for 10 min and imaged with an IVIS Spectrum-bioluminescent and fluorescent imaging system (Xenogen Corporation, Caliper Life Sciences, Hopkinton, MA, USA) under isoflurane anaesthesia (Abbott, Chicago, IL, USA) on day 4–7 post-infection.

### 4.10. RNA-sequencing analysis

Single-cell suspensions of unstimulated splenocytes from Rop7-I, -II or -III mice were incubated in RPMI medium 1640 supplemented with 10% fetal bovine serum, l-glutamine, penicillin/streptomycin, β-mercaptoethanol and recombinant mouse IL-2 (10 ng ml^−1^). Cells were incubated overnight at 37°C and 5% CO_2_. CD3^+^ CD8^+^ H-2 L^d^-Rop7^+^ cells were sorted, maintained at 4°C and purity determined to be 90–95%. RNA was isolated using Trizol and the RNeasy Micro-Kit (Qiagen). A total of 200 ng of RNA was used to prepare the RNA library using TruSeq mRNA Library Prep Kit v2 (Illumina) according to the manufacturer's recommendations. RNA sequencing was performed on the Illumina HiSeq 2500 and typically generated approximately 25 million 100 bp non-strand-specific single-end reads per sample. The RSEM package (v. 1.2.11) [38] was used for the alignment and subsequent gene-level counting of the sequenced reads relative to mm10 RefSeq genes downloaded from the UCSC Table Browser [39] on 27 May 2015. Differential expression analysis between the triplicate groups was performed with DESeq2 (v. 1.8.1) [40] after removal of genes with a maximum transcript per million (TPM) value of 1 across all samples in the experiment. Significant expression differences were identified at an FDR threshold of 0.01. Gene set enrichment analysis was performed by Gene Ontology Biological processes using GeneGo MetaCore (https://portal.genego.com/). Pathway analysis was performed using IPA software to demonstrate the biological effect of differentially expressed genes on cell cycle progression. All raw RNASeq sequence data and per sample TPM counts generated by RSEM can be accessed with GEO accession GSE88996.

## Supplementary Material

Supplementary Figure 1.

## Supplementary Material

Supplementary Figure 2.

## Supplementary Material

Supplementary Figure 3.

## Supplementary Material

Supplementary Figure 4.

## Supplementary Material

Supplementary Table 1.

## Supplementary Material

Supplementary Table 2.

# Supplementary material for: Peripheral self-reactivity regulates antigen-specific CD8 T-cell responses and cell division under physiological conditions
**Source:** Open Biol. 2016 Nov 23;6(11):160293. doi: 10.1098/rsob.160293
**Supplement:** Supplementary Table 1.

| #  | gene          | fold down | FDR       |
|----|---------------|-----------|-----------|
| 1  | Slc6a19       | -9.64     | 1.43E-222 |
| 2  | Abhd14b       | -6.35     | 2.45E-60  |
| 3  | Pdk1          | -5.51     | 0         |
| 4  | Crip1         | -4.63     | 3.98E-52  |
| 5  | Tmie          | -4.47     | 8.25E-91  |
| 6  | Notch3        | -4.04     | 1.46E-44  |
| 7  | Zfp862-ps     | -3.38     | 4.69E-38  |
| 8  | Cmtm7         | -3.22     | 8.25E-91  |
| 9  | Pcsk1         | -3.12     | 3.74E-24  |
| 10 | Fmpd1         | -3.12     | 9.33E-23  |
| 11 | Rgcc          | -3.11     | 6.50E-92  |
| 12 | Als2cl        | -3.05     | 4.10E-119 |
| 13 | Tdgf1         | -2.94     | 3.75E-23  |
| 14 | Dok2          | -2.83     | 3.43E-98  |
| 15 | Atg14         | -2.78     | 3.02E-91  |
| 16 | Atp6v1d       | -2.77     | 1.54E-22  |
| 17 | Kcnj16        | -2.75     | 1.56E-18  |
| 18 | Repin1        | -2.74     | 5.89E-18  |
| 19 | Abhd14a       | -2.71     | 1.67E-17  |
| 20 | Pttg1         | -2.70     | 5.42E-20  |
| 21 | Gm16907       | -2.69     | 1.38E-17  |
| 22 | Abca1         | -2.68     | 1.98E-17  |
| 24 | Prrg4         | -2.57     | 1.04E-16  |
| 25 | Nfam1         | -2.44     | 7.21E-19  |
| 26 | Pcbp4         | -2.35     | 2.11E-15  |
| 27 | Dtx1          | -2.35     | 7.81E-25  |
| 28 | Gcm1          | -2.34     | 5.35E-13  |
| 29 | Sema4f        | -2.33     | 7.18E-29  |
| 30 | Samd4         | -2.32     | 8.21E-14  |
| 31 | Ntrk3         | -2.31     | 1.03E-13  |
| 32 | Rnf144a       | -2.30     | 1.86E-12  |
| 33 | Reep1         | -2.28     | 1.78E-12  |
| 34 | Itgae         | -2.27     | 1.51E-36  |
| 35 | Mns1          | -2.25     | 4.28E-12  |
| 36 | Tln2          | -2.22     | 8.15E-12  |
| 37 | Gpr97         | -2.19     | 4.63E-13  |
| 38 | Dsty          | -2.17     | 7.24E-19  |
| 39 | Sipa1l2       | -2.15     | 5.13E-11  |
| 40 | Ly6e          | -2.14     | 1.16E-10  |
| 41 | Zfhx3         | -2.09     | 1.96E-10  |
| 42 | C920006O11Rik | -2.08     | 5.69E-10  |
| 43 | Gsg2          | -2.08     | 1.04E-20  |
| 44 | Rgs3          | -2.05     | 2.91E-47  |
| 45 | Ksr2          | -2.04     | 2.09E-10  |
| 46 | D930028M14Rik | -2.03     | 1.24E-14  |
| 47 | Galnt9        | -2.03     | 2.30E-11  |
| 48 | Lynx1         | -2.02     | 5.19E-09  |

# Supplementary material for: Peripheral self-reactivity regulates antigen-specific CD8 T-cell responses and cell division under physiological conditions
**Source:** Open Biol. 2016 Nov 23;6(11):160293. doi: 10.1098/rsob.160293
**Supplement:** Supplementary Table 2.

| #  | Biological Processes                                  | in data/total | FDR      |
|----|-------------------------------------------------------|---------------|----------|
| 1  | Cell cycle_Mitosis                                    | 48/179        | 5.01E-07 |
| 2  | Cell adhesion_Leucocyte chemotaxis                    | 48/205        | 1.95E-05 |
| 3  | Cell cycle_G2-M                                       | 48/206        | 1.95E-05 |
| 4  | Cytoskeleton_Regulation of cytoskeleton rearrangement | 43/183        | 4.71E-05 |
| 5  | Cell adhesion_Integrin-mediated cell-matrix adhesion  | 45/214        | 4.17E-04 |
| 6  | Cell cycle_Core                                       | 29/115        | 4.17E-04 |
| 7  | Development_Hemopoiesis, Erythropoietin pathway       | 32/136        | 6.06E-04 |
| 8  | Immune response_TCR signaling                         | 37/174        | 1.37E-03 |
| 9  | Proliferation_Lymphocyte proliferation                | 42/209        | 1.60E-03 |
| 10 | Immune response_Phagosome in antigen presentation     | 46/243        | 2.76E-03 |
| 11 | Signal Transduction_Cholecystokinin signaling         | 25/106        | 2.76E-03 |
| 12 | Cell adhesion_Integrin priming                        | 25/110        | 4.47E-03 |
| 13 | Cell cycle_G1-S Growth factor regulation              | 38/195        | 4.47E-03 |
| 14 | Cell cycle_S phase                                    | 31/149        | 4.47E-03 |
| 15 | Cell adhesion_Platelet aggregation                    | 32/158        | 5.58E-03 |
| 16 | Cytoskeleton_Spindle microtubules                     | 24/109        | 7.42E-03 |
| 17 | Cell cycle_Meiosis                                    | 23/106        | 1.08E-02 |
| 18 | Proliferation_Positive regulation cell proliferation  | 40/221        | 1.08E-02 |
| 19 | Signal transduction_NOTCH signaling                   | 42/236        | 1.10E-02 |
| 20 | Development_Neurogenesis_Axonal guidance              | 41/230        | 1.15E-02 |
| 21 | Cell adhesion_Attractive and repulsive receptors      | 33/175        | 1.17E-02 |
| 22 | Apoptosis_Apoptotic mitochondria                      | 18/77         | 1.17E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

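The data are RNA-seq of sorted, unstimulated CD8 T cells of the Rop7-I, Rop7-II and Rop7-III clones, with 3 biological replicates per clone and 9 samples in all. The clone of each sample was taken from its label, and the samples of a clone were treated as independent replicates. Per the paper, splenocytes were held overnight with IL-2 at 10 ng per ml, sorted to a purity of 90 to 95%, and sequenced from 200 ng of RNA on an Illumina instrument with single-end reads of 100 bp. The authors aligned the reads and counted them per gene with RSEM against RefSeq genes of the mouse mm10 build, and deposited values in TPM for each gene and sample, already divided by gene length and scaled to a common total. Each sample summed to between 1000000 and 1000001 TPM over 24060 genes, of which 7126 were at 0 in every sample, and values have 2 decimals. The deposited TPM hold no counts, so that the depth behind each value is unknown and no interval for counting error was computed. Raw reads were not used here.

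Values were taken as log2(TPM + 1) in R 4.3.3. Genes with a maximum TPM of 1 or less were left out, as the authors did, which kept 12115 genes. The authors tested counts with DESeq2, a method for counts that does not apply to TPM. Here the 3 pairs of clones were compared with limma 3.58.1, fitted to all 9 samples with a trend of the spread on mean expression and no pairing of samples. P values were adjusted by the Benjamini-Hochberg method within each pair, and genes were called at an adjusted p under 0.01 and at least a 2-fold difference. Wherever an adjusted p of a gene is given without another test's name, it is from limma. An F test across the 3 clones used the same fit. The fold changes are on the log2(TPM + 1) scale.

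Lists of genes were tested with limma's camera, with a preset correlation of 0.01, and adjusted over the 12 tests of 4 lists in 3 pairs, with a limit of 0.05. These were the S-phase and G2/M lists of Seurat, a list of components of TCR signalling and a list of TCR-induced and feedback genes. The list tests stand in for the commercial databases that the authors used, which are not used here. Markers of B cells, myeloid cells, CD4 T cells, NK cells and erythroid cells, memory-like CD8 T cells, immediate early genes and sex-linked genes were examined as well. The level of a list in a sample is the mean of log2(TPM + 1) over its tested genes, and clones were compared by exact permutation of the samples, two-sided, for which the smallest p with 3 samples against 3 is 0.1. Lists were also tested for over-representation among genes with an adjusted p under 0.01 with Fisher's exact test, one-sided, against all tested genes. Similarity between samples was Pearson's r on TPM over the 10544 genes with a TPM of at least 1 in every sample, with an exact permutation of the clone labels, one-sided. The distance between clones was the mean squared difference of their mean log2(TPM + 1) over the same genes, less the part expected from the spread between replicates, with a jackknife standard error from leaving out each sample in turn.

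Positions are on GRCm38 and were found for 12057 of the tested genes. The number of called genes within 20 Mb of the Tcra or the Tcrb locus, and the number with another called gene within 1 Mb, were set against 10000 random lists of tested genes of the same size, drawn within 10 bins of mean expression, which is a permutation of the called genes among the genes of each bin, one-sided. GC content and length of transcripts were known for 11997 of the tested genes.

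The tests above, the gene lists, the genes to be named and most alternatives were fixed before the data were examined, with Table S1 of the paper already read. The genes named were those that the paper names as transcripts or as proteins measured in these clones, the cell cycle genes, the signalling genes and the 3 highest and 3 lowest folds of Table S1, the 5 largest rises and the 5 largest falls among called genes of each pair, and up to 5 genes with the smallest adjusted p in each list, of which 1 is not reported here. Genes named outside this rule, as neighbours or overlaps of these, as markers of other cells or as genes of Table S1 that were not called, were chosen after their values were seen. The alternatives were a pseudocount of 0.1 or 0.5, no filter or a TPM of at least 1 in every sample, a shift to a common median, quantile normalization, no trend of the spread, sample weights, a fit of only the clones compared, the replicate number as a block, each sample left out in turn, an adjusted p under 0.05, no fold minimum, fry or an estimated correlation in place of camera's preset one, other measures and gene sets for the similarity, and windows of 10 and 40 Mb. Alternatives chosen after seeing the data were the level of B-cell or of myeloid markers as a covariate, removal of each sample's trend with GC content and length, lists without genes near a TCR locus or another called gene, Rop7-III or Rop7-II against both other clones together, the level of each main list across the 3 clones by exact permutation over all groupings into 3 groups of 3, the marker, memory-like and immediate early lists with each sample left out, and position tests in the other pairs of clones. Between any of the pairs the median log2 fold change of all genes was between -0.02 and 0.00.

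The calls were tested on simulated data with the same number of samples. There, 200 of 200 genes changed by 2 on the log2 scale were called, 0 unchanged genes were called, and 0 of 20 random lists had a p under 0.05 in the position tests. The changed genes were drawn only from those above a minimum mean TPM, and all samples had the same spread at a given mean expression. The simulation thus does not test weakly expressed genes, changes near the 2-fold limit or a sample like Rop7-II replicate 1. The flow cytometry, stimulation, infection and binding experiments of the paper are not analysed here, as the deposited values do not cover them.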

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

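The position tests of Rop7-III against Rop7-II were set after the gene names of Table S1 had been read, and the position tests of the other pairs of clones, the tally by chromosome, the tests of overlapping genes and of shared directions, the second B-cell list and the comparison of correlations were chosen only after the results they concern were seen.

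Rop7-II replicate 1 lay far from the other 8 samples in genes of cells that the sort should exclude. The mean log2(TPM + 1) of 14 B-cell markers was 6.38 in this sample and at most 5.28 in any other, which is 2.57 above the mean of the other 8, and 14 of the 14 were highest in it. Myeloid markers were 2.03 above the mean of the others, and 14 of 15 were highest in it. Of these lists 12 of 14 and 12 of 15 genes had a median over 1 TPM in the other samples, so that the markers were not absent there. The most abundant markers were Cd74, at 956 TPM against 46.4 to 383 in the others, and Lyz2, at 485 TPM against 19.8 to 161. Markers of CD4 T cells were 1.03 above the others, with 4 of 6 highest, and those of NK cells 0.37, with 3 of 7 highest, while erythroid markers were 0.41 below (difference -0.41), with 0 of 10 highest. A mislabelled sample is argued against, as the lower of its correlations with the other Rop7-II samples was 0.997 and the highest with a sample of another clone was 0.993. B cells and myeloid cells in the sorted sample are a candidate explanation: in a second list of 12 B-cell genes, written before it was tested, 11 were highest in this sample. All 12 of these genes had a median over 1 TPM in the other samples. The design holds no condition that sets this sample apart from the other 2 of its clone, and no biological explanation was tested. Without this sample 221 genes were called between Rop7-III and Rop7-II in place of 206, and 158 between Rop7-I and Rop7-II in place of 115.

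The paper does not report where its genes lie in the genome. Of the 206 genes called between Rop7-III and Rop7-II, 17 lay within 20 Mb of the Tcra or the Tcrb locus (8.25%, against 3.09% of the tested genes), where random lists matched on expression held a median of 6 (95% between 2 and 12, permutation test within bins of expression, one-sided p = 2.00e-04). Another called gene lay within 1 Mb of 105, against a median of 61 in random lists (95% between 44 and 77, permutation p = 1.00e-04, the smallest that 10000 lists can give). Between Rop7-III and Rop7-I the counts were 13 of 128 near the loci (random median 4, permutation p = 3.00e-04) and 55 with a neighbour (random median 25, p = 1.00e-04), and between Rop7-I and Rop7-II 8 of 115 (random median 3, p = 0.0230) and 52 (random median 21, p = 1.00e-04). Taking each gene at its midpoint, the densest 10 Mb in the first comparison, with genes on chromosome 9 from 104566701 to 114781993, held 12 called of 130 tested genes (random median 7, permutation p = 8.00e-04). The densest 10 Mb held 9 called genes between Rop7-III and Rop7-I (random median 5, permutation p = 0.00200), and 6 between Rop7-I and Rop7-II, which random lists often reached (median 5, permutation p = 0.160). In the first comparison, on chromosome 14 from 44954900 to 54877538, around Tcra, 10 of 78 were called.

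Reads shared between overlapping genes or paralogs are argued against as the whole cause of the neighbours, since 91 called genes kept a called neighbour that neither overlapped them nor shared the first 3 letters of its symbol, against a median of 59 in random lists (95% between 43 and 75, permutation p = 2.00e-04). GC content and gene length are argued against for the calls, as 203 genes were called once their trends were removed. Most called genes do not themselves lie in DNA linked to the rearranged TCR loci, as 175 of the 206 lay on chromosomes other than 6 and 14. Their position cannot tell whether such DNA acts on genes of other chromosomes. For the genes near the loci, DNA that stayed with the rearranged loci through the backcrosses that the paper describes is a candidate explanation, and the 17, 13 and 8 genes near the loci are what it would give. Blocks of DNA that differ between the lines elsewhere are a candidate explanation for the 105, 55 and 52 genes with a called neighbour. Joint regulation of neighbouring genes stays open beside it, as 50 of 78 neighbouring pairs changed in the same direction (median 39 with the directions shuffled, 95% between 31 and 49, permutation test, one-sided p = 0.0179). The TCR, which the design varies between the clones, stays open too, and no DNA variant was examined.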

How the results depend on the processing

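The B-cell and myeloid covariates, the removal of trends with GC content and length, and the lists without genes near a TCR locus or another called gene were chosen only after the data were seen. No result changed its direction past a test's threshold under any setting that was run. Where a list passed the threshold under neither the main nor the other setting, it was counted as unchanged whatever its sign. Of the tests of single named genes under these settings, 2626 stayed on their side of the threshold, 152 lost and 43 gained an adjusted p under 0.01.

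The counts of called genes stayed within 1.5 times of 206, 128 and 115 except as follows. Without the fold minimum they were 1488 (Rop7-III against Rop7-II), 588 (Rop7-III against Rop7-I) and 912 (Rop7-I against Rop7-II), as more genes can pass. With a TPM of at least 1 in every sample 79 genes were called between Rop7-III and Rop7-I, where 10544 genes were tested in place of 12115. With each sample left out in turn, this count lay between 82 (without Rop7-III replicate 2) and 160 (without Rop7-II replicate 1), the count between Rop7-III and Rop7-II between 170 and 239, and that between Rop7-I and Rop7-II between 93 and 158. The F test gave 968 genes with the myeloid covariate and between 1007 (without Rop7-III replicate 2) and 1717 (without Rop7-II replicate 1) with a sample left out, with 1011 without Rop7-III replicate 1, 1085 without Rop7-III replicate 3 and 1110 without Rop7-I replicate 2. The cause was not tested.

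The labels number the replicates of each clone alike. Deviations of samples with the same number from their clone means were correlated across genes between -0.45 and 0.12, so the numbers do not pair the samples. With the replicate block in the fit 183, 102 and 104 genes were called in the 3 pairs, and the over-representation of the G2/M list had an adjusted p of 0.0534.

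The similarity of Rop7-I and Rop7-III kept its direction and a p under 0.05 under all settings run, and the difference in r lay between 0.00194 and 0.00850. The distance between Rop7-II and Rop7-III was 0.101 with a pseudocount of 0.1 and 0.113 over genes with a maximum TPM over 1, and that between Rop7-I and Rop7-III 0.0740 and 0.0833. The cause was not tested.

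The G2/M list kept an adjusted p under 0.05 in both comparisons with Rop7-III under every setting except camera with the correlation estimated per list, which gave 0.265 in each. With a sample left out it lay between 2.50e-08 and 1.37e-06 against Rop7-II and between 1.01e-08 and 7.36e-07 against Rop7-I. The S-phase list and the components of TCR signalling were past 0.05 in camera or fry under no setting and in no pair.

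The TCR-induced and feedback genes depended on the setting. Between Rop7-III and Rop7-II their adjusted p lay between 9.15e-06 (without Rop7-II replicate 1) and 0.0548 (without Rop7-II replicate 2) with a sample left out, with 0.0516 without Rop7-II replicate 3. It was 0.0784 with fry, 0.899 with the estimated correlation and 0.0658 without genes near a TCR locus or another called gene. Between Rop7-III and Rop7-I it was 0.0733, and under 0.05 with no filter (0.0243), sample weights (0.0493), only these clones in the fit (0.0403), the B-cell covariate (1.41e-06) and the myeloid covariate (0.00249). With a sample left out it lay between 0.0174 (without Rop7-I replicate 2) and 0.218 (without Rop7-I replicate 3), with 0.0489 without Rop7-II replicate 1 and 0.0377 without Rop7-III replicate 3. Between Rop7-I and Rop7-II it was 0.0661, and under 0.05 with a pseudocount of 0.1 (0.0416), sample weights (0.00726), the myeloid covariate (0.00118), the GC and length trends removed (0.0474) and without genes near a TCR locus or another called gene (0.0194). With a sample left out it lay between 1.41e-04 (without Rop7-II replicate 1) and 0.261 (without Rop7-II replicate 3), with 0.0354 without Rop7-I replicate 1 and 0.0323 without Rop7-I replicate 3. The cause was not tested.

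Over-representation of the G2/M list among genes that differed between Rop7-III and Rop7-II lost its adjusted p under 0.05 with a TPM of at least 1 in every sample (0.509), a pseudocount of 0.1 (0.0736) and without Rop7-I replicate 3 (0.0919), Rop7-II replicate 2 (0.156) or Rop7-II replicate 3 (0.0816), and reached 0.00194 without Rop7-III replicate 1 and 2.04e-05 among genes with an adjusted p under 0.05. That of the components of TCR signalling was 0.233, lay between 0.128 and 0.320 with other settings of all samples, and with a sample left out between 0.0266 (without Rop7-II replicate 1) and 0.186 (without Rop7-I replicate 3). That of the TCR-induced and feedback genes was 0.181, lay between 0.0534 and 0.489 with other settings of all samples, and with a sample left out between 0.0147 (without Rop7-III replicate 1) and 0.156 (without Rop7-II replicate 2), with 0.0218 without Rop7-II replicate 1, 0.0175 without Rop7-III replicate 2 and 0.0208 without Rop7-III replicate 3. The cause was not tested.

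The number of called genes near a TCR locus stayed above random lists with windows of 10 Mb (15 genes) and 40 Mb (21 genes) and without each sample (16 to 19 genes). Without the fold minimum 69 genes lay near the loci (permutation p = 3.00e-04) and 1233 had a neighbour, no longer more than random lists (median 1216, p = 0.116), as 1483 genes fill much of the genome. Without each sample between 76 and 128 called genes had a neighbour. The depth of the values is not known from TPM, so that a gene listed at 0 cannot be called absent.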

Differences from the paper's values

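This part reports values set beside the paper's, and its tests were planned except where a setting is said to have been chosen after seeing the values. Signed folds were compared on the log2 scale, and were taken to differ when the log2 values differed by more than the spread between replicates.

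The paper calls 115 genes between Rop7-III and Rop7-II from counts with DESeq2, and 206 were called here from TPM with limma. Table S1 numbers 67 genes as higher and 48 as lower in Rop7-III, where 117 and 89 were found. Of the alternatives set before the data were examined, a TPM of at least 1 in every sample gave 138 (75 higher and 63 lower), within 1.5 times of each of the paper's counts. Without Rop7-III replicate 2 or 3 the totals of 170 and 171, and the 97 and 95 higher genes, were within that range, while the 73 and 76 lower genes were not. Of the 108 genes of Table S1 that were called here, the first of these settings dropped 24 and the others 0 and 2. None of the other settings fixed then came within 1.5 times of any of these counts. The myeloid covariate, chosen after seeing the values, gave 161 genes (101 higher and 60 lower), within that range for the total and the lower genes, and dropped 13 of the 108.

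Of the 114 genes read from Table S1, 6 were not called here. Cenpf (log2 fold change 0.90), Aspm (0.93), Ccdc88a (0.98) and Mllt4 (0.98) had an adjusted p under 0.01 with all samples and less than a 2-fold difference. Zfhx3 was at -0.63 with an adjusted p of 0.0167, and Tln2, with at most 0.76 TPM, was under the filter. A pseudocount of 0.1 called all of these but Tln2, and a pseudocount of 0.5 called Cenpf, Aspm, Ccdc88a and Mllt4. Ccdc88a was also called with quantile normalization, with sample weights, without Rop7-II replicate 1 and with the B-cell or the myeloid covariate, which were chosen after seeing the values and dropped 1 and 13 of the 108 genes, Mllt4 with quantile normalization and without Rop7-II replicate 2, and Aspm without Rop7-III replicate 1. No setting run called Tln2.

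Table S1 gives folds of Rop7-III over Rop7-II, negative for a fall. In 103 of 113 tested genes the fold here was larger in size than in Table S1. The paper compared counts with DESeq2, while the folds here are differences of mean log2(TPM + 1). The folds are thus unlike measures, and a difference between them alone does not say that either is wrong. Among cell cycle genes the paper's folds and those found here were 3.17 and 3.90 for Mki67, 3.37 and 4.49 for Top2a, 2.48 and 1.86 for Cenpf, 2.26 and 2.88 for Nusap1, 2.21 and 1.91 for Aspm, -2.70 and -4.03 for Pttg1, and -2.08 and -2.27 for Gsg2. Of the settings fixed beforehand, those without a difference for Mki67 were sample weights and leaving out Rop7-II replicate 3 or Rop7-III replicate 2 or 3, and for Top2a leaving out Rop7-II replicate 3 or Rop7-III replicate 3. For Cenpf it was a pseudocount of 0.5, for Aspm a pseudocount of 0.5, quantile normalization and leaving out Rop7-II replicate 3 or Rop7-III replicate 1, and for Pttg1 leaving out Rop7-II replicate 2. The other settings fixed beforehand differed for these genes where they were tested, and for Nusap1 and Gsg2 every such setting differed.

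For the other genes the paper's folds and those found here were 13.80 and 24.1 for Scg5, 5.99 and 4.30 for Col6a4, 5.28 and 8.32 for Dapl1, -9.64 and -12.7 for Slc6a19, -6.35 and -15.2 for Abhd14b, 2.44 and 3.39 for Cd6, 2.09 and 3.24 for Dusp4, 4.40 and 11.2 for Msgn1, 4.06 and 7.35 for Cpne4, and -4.63 and -7.50 for Crip1. Leaving out Rop7-II replicate 1 gave no difference for Dapl1 (7.06) and Crip1 (-6.20). Every other setting fixed beforehand differed for these 2 genes, and every one for the rest. For Col6a4 and Cpne4, at 0.0133 and 0.0167 TPM in Rop7-II T cells, the folds here depend on the TPM added. They can be read at most as lower bounds. The log2 fold change of Col6a4 was 2.10 and reached 4.93 under another setting, so its fold cannot be ranked against the paper's. That of Cpne4 was 2.88 and reached 5.84. Cd5, Il7r, Pdk1, Ubash3b and Dok2 did not differ.

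The paper states that differences in TCR signalling genes accompany those in cell cycle genes between Rop7-III and Rop7-II. The lists used here stand in for the paper's commercial database and need not hold the same genes. In Fisher's exact test of over-representation the adjusted p here was 0.233 for the components of TCR signalling and 0.181 for the TCR-induced and feedback genes. In camera it was 0.988 and 0.0129, and the latter was 0.0784 with fry and 0.899 with the estimated correlation. Table S2 also lists the S phase of the cell cycle among its processes. For the S-phase list here the adjusted p was 0.233 in Fisher's exact test and 0.988 in camera. The paper also states that Rop7-I and Rop7-III are closer to each other than either is to Rop7-II. Pearson's r gave the same order, at 0.9964 against 0.9943 and 0.9934. By the number of called genes Rop7-I and Rop7-II were the closest pair, with 115 against 128 for Rop7-I and Rop7-III. This order turned without the fold minimum, with 912 genes for Rop7-I and Rop7-II against 588, and with a TPM of at least 1 in every sample (82 against 79). It also turned without Rop7-I replicate 1 (94 against 87), Rop7-II replicate 2 (133 against 132) or 3 (128 against 123), or Rop7-III replicate 1 (107 against 102), 2 (104 against 82) or 3 (107 against 91), and with the B-cell covariate (149 against 144), chosen after seeing the values, which dropped 1 of the 108 genes. By the counts given above, the replicate block turned it too, although the replicate numbers do not pair the samples. The squared distance of Rop7-I and Rop7-II with the spread of replicates taken out was 0.0533 (jackknife standard error 0.0206) against 0.0594 (0.00537), which differ by less than the larger of these errors, and without Rop7-II replicate 1 it was 0.0705 against 0.0594.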

Other observations

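The tests of Rop7-III against both other clones together, of the level of a list across the 3 clones, of trends with GC content and length, of covariates, of the marker lists without each sample and of genes near a TCR locus or another called gene were chosen only after the data were seen, and the other tests in this part were planned.

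Other groupings of the same samples were fitted to ask whether chance can be excluded. For the genes called between each pair of clones, the real grouping was the 1 of 10 groupings with as many calls, and no other grouping called more than 1 gene, but 10 groupings cannot exclude chance at 0.05. The G2/M list had as small a p in camera in 1 of 10 groupings for Rop7-III against Rop7-II and in 1 of 10 against Rop7-I, and as small a p in Fisher's test in 1 of 10. The TCR-induced and feedback genes had as small a p in 4 of 10. Over all 3 clones, 1 of 100 groupings drawn from 280 gave as many as 1707 genes in the F test, and the others gave a median of 0 and at most 222, so chance was excluded for this count. The G2/M level of Rop7-III against the other 6 samples was reached by 1 of 84 groupings. This comparison was picked because Rop7-III stood apart, so its count alone does not say whether chance can be excluded, and its p adjusted over 8 such tests, 0.0952, is the lowest that a single test with 84 groupings can reach. The spread of the 3 clone means, which singles out no clone, was as large in 6 of all 280 groupings for the G2/M level (exact p = 0.0214, smallest possible 0.00357), with an adjusted p of 0.0857 over the 4 main lists. Chance is thus excluded at 0.05 for this list taken alone, and not when the 4 lists are counted together.

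The higher expression of G2/M genes in Rop7-III T cells was tested against technical explanations. A scaling difference between samples is argued against, as the larger adjusted p of the 2 comparisons was 3.59e-07 after quantile normalization. GC content or gene length is argued against by 1.54e-07 once these trends were removed. Without the list's genes near a TCR locus or another called gene, the larger adjusted p in camera was 2.95e-05. The rise of the list thus did not rest on such genes alone. This test cannot exclude linked DNA that acts on genes elsewhere, as the genes kept would rise too. Cells of other types are argued against, as 0 of the lists of B, myeloid, CD4 T, NK and erythroid cells were above both other clones in every Rop7-III sample. Memory-like CD8 T cells, which the sort does not exclude, were not part of this test. Of their 12 tested genes, 3 were higher and 2 lower than in Rop7-II at an adjusted p under 0.01. Against Rop7-I, 1 was higher and 0 were lower. A memory-like share of the sorted cells thus stays open. A larger share of cycling cells among Rop7-III T cells is a hypothesis that these values leave open, beside chance as given above. It was found and tested on the same samples. The labels give no litter, age or date of the mice, so that differences between the mice other than the clone were not tested.

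The number of genes called between Rop7-III and Rop7-II was tested in the same way. It was 203 with the trends in GC content and length removed, of which 189 were among the 206, and 237 with the B-cell level as a covariate, of which 186 were. With the level of the myeloid markers, the list that differed between these clones, it was 161, of which 128 were among the 206. Each is thus argued against as the whole cause of the calls, while myeloid cells stay open for the genes that were lost with that covariate. The sex of the mice is argued against, as the lowest Xist value of the 9 samples was 141 TPM and the highest of 4 Y-linked genes at most 0.06 TPM.

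Some transcripts belong to proteins that the paper measured by flow cytometry or after stimulation, or to the gene of its GFP reporter. Nr4a1, which encodes Nur77 and was followed in the paper only by GFP of a transgene, stood at 4.07 ± 1.16 TPM (SD, n = 3) in Rop7-I, 4.49 ± 4.52 TPM in Rop7-II and 3.41 ± 1.12 TPM in Rop7-III T cells. Its log2 fold change between Rop7-III and Rop7-II was -0.04 (adjusted p = 0.957), and 0.59 without Rop7-II replicate 1 (adjusted p = 0.121). RNA after a night in IL-2 is another measure than GFP of the transgene, so these values do not test the paper's ranking by GFP. Cd3e stood at 659 ± 19.1, 697 ± 52.1 and 679 ± 7.98 TPM, where the smallest adjusted p of the 3 pairs was 0.319. Cd8a stood at 702 ± 32.4, 820 ± 30.2 and 623 ± 15.4 TPM, a log2 fold change of -0.39 between Rop7-III and Rop7-II (adjusted p = 2.05e-04), and Cd28 at 133 ± 5.51, 97.9 ± 4.43 and 156 ± 4.44 TPM, a log2 fold change of 0.66 (adjusted p = 1.73e-05). For the proteins of these 3 genes the paper reports no differences in expression (Fig. 6d), which is another measure. Tnf stood at 2.29 ± 0.187, 3.17 ± 1.22 and 1.23 ± 0.221 TPM, with a log2 fold change of -0.87 between Rop7-III and Rop7-II (adjusted p = 0.0118, 0.00483 without Rop7-II replicate 2). Il2 and Ifng had at most 0.12 and 0.16 TPM in a sample and were not tested.

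In camera, adjusted over 18 tests of the other lists, B-cell markers were lower in Rop7-III than in Rop7-I (mean log2 fold change -1.41), myeloid markers lower in Rop7-III than in Rop7-II (-1.46) and erythroid markers higher in Rop7-I than in Rop7-II (2.33), each with an adjusted p of 0.00818. The other tests were not under 0.05 with all samples. Between Rop7-III and Rop7-II the mean log2 fold change was -0.96 for B-cell markers (adjusted p = 0.192), -0.29 for CD4 T-cell markers (0.429), 1.21 for erythroid markers (0.0951), 0.25 for memory-like genes (0.681) and -0.33 for immediate early genes (0.522). Between Rop7-III and Rop7-I it was -0.54 for myeloid markers (0.257), 0.09 for CD4 T-cell markers (0.793), -1.12 for erythroid markers (0.313), 0.01 for memory-like genes (0.681) and -0.28 for immediate early genes (0.192). Between Rop7-I and Rop7-II it was 0.45 for B-cell markers (0.400), -0.91 for myeloid markers (0.0627), -0.38 for CD4 T-cell markers (0.313), 0.24 for memory-like genes (0.566) and -0.05 for immediate early genes (0.522). Single samples carried several of these values. Without Rop7-II replicate 1, the sample with high B-cell and myeloid transcripts, the B-cell markers were at 0.10 between Rop7-III and Rop7-II (adjusted p = 0.831) and higher in Rop7-I than in Rop7-II (7.33e-07), the 12 myeloid markers then tested at -1.08 (0.0222) between Rop7-III and Rop7-II and -0.67 (0.0269) between Rop7-III and Rop7-I, the CD4 T-cell markers at 0.16 (0.869) between Rop7-III and Rop7-II and 0.08 (0.965) between Rop7-I and Rop7-II, the erythroid markers at 1.60 (0.0246) between Rop7-III and Rop7-II and the immediate early genes at 0.21 (0.159) between Rop7-I and Rop7-II. Without Rop7-II replicate 2 or 3 the B-cell markers were at -1.56 (0.0211) and -1.42 (0.0473) between Rop7-III and Rop7-II and at -0.15 (0.967) and -0.02 (0.983) between Rop7-I and Rop7-II. Without Rop7-I replicate 2 the B-cell markers between Rop7-III and Rop7-I were at -1.12 (0.0619) and the erythroid markers between Rop7-III and Rop7-II at 1.36 (0.0366), which were at 1.63 (0.0275) without Rop7-III replicate 3. The myeloid markers between Rop7-I and Rop7-II passed 0.05 without Rop7-I replicate 3 (0.0357), Rop7-II replicate 2 (1.01e-04), Rop7-III replicate 2 (0.0366) or Rop7-III replicate 3 (0.0380). Without Rop7-I replicate 3 the immediate early genes were at -0.40 (0.0229) between Rop7-III and Rop7-I and at 0.07 (0.130) between Rop7-I and Rop7-II. The means of the CD4 T-cell markers (-0.01 without Rop7-I replicate 1) and of the memory-like genes (-0.07 without Rop7-I replicate 1 and -0.03 without Rop7-III replicate 2) also changed sign between Rop7-III and Rop7-I. Signs differed within some lists. The median of the memory-like genes was -0.19 between Rop7-III and Rop7-II, where the mean and the test pointed up. Between Rop7-III and Rop7-I the medians of the CD4 T-cell markers (-0.28) and memory-like genes (-0.21) and the tests pointed down while the means were above 0, and between Rop7-I and Rop7-II the median of the immediate early genes (0.05) and the test pointed up while the mean did not. Of the main lists, the S-phase genes had a mean of -0.02 and a median of 0.02 between Rop7-I and Rop7-II (adjusted p = 0.988, pointing down), and the components of TCR signalling a mean of 0.02 and a median of -0.01 (adjusted p = 0.988, pointing up). In limma at an adjusted p under 0.01 the genes went both ways in the memory-like list between Rop7-III and Rop7-II, with 3 of 12 higher and 2 lower. There, 1 gene each was higher in the CD4 T-cell, erythroid and immediate early lists, and 0 of 14 B-cell and 0 of 14 myeloid markers differed (0 and 11 at an unadjusted p under 0.05, all 11 lower). In the comparison of Rop7-III with Rop7-I, 1 CD4 T-cell marker and 1 memory-like gene were higher, and in the B-cell, myeloid, erythroid and immediate early lists the counts were 0 (1, 0, 1 and 5 unadjusted). In that of Rop7-I with Rop7-II, 1 memory-like and 2 immediate early genes were higher, and in the B-cell, myeloid, CD4 T-cell and erythroid lists the counts were 0 (0, 2, 1 and 5 unadjusted). NK-cell markers had too few tested genes for a test. No biological explanation for these lists was tested.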
